# Chronic colitis upregulates microRNAs suppressing brain-derived neurotrophic factor in the adult heart

**DOI:** 10.1371/journal.pone.0257280

**Published:** 2021-09-20

**Authors:** Yanbo Tang, Kevin T. Kline, Xiaoying S. Zhong, Ying Xiao, Haifeng Lian, Jun Peng, Xiaowei Liu, Don W. Powell, Guodu Tang, Qingjie Li

## Abstract

Ulcerative colitis and Crohn’s disease are classified as chronic inflammatory bowel diseases (IBD) with known extraintestinal manifestations. The interplay between heart and gut in IBD has previously been noted, but the mechanisms remain elusive. Our objective was to identify microRNAs mediating molecular remodeling and resulting cardiac impairment in a rat model of colitis. To induce chronic colitis, dextran sodium sulfate (DSS) was given to adult rats for 5 days followed by 9 days with normal drinking water for 4 cycles over 8 weeks. Echocardiography was performed to evaluate heart function. DSS-induced colitis led to a significant decrease in ejection fraction, increased left ventricular mass and size, and elevated B-type natriuretic protein. MicroRNA profiling showed a total of 56 miRNAs significantly increased in the heart by colitis, 8 of which are predicted to target brain-derived neurotrophic factor (BDNF). RT-qPCR validated the increases of miR-1b, Let-7d, and miR-155. Transient transfection revealed that miR-155 significantly suppresses BDNF in H9c2 cells. Importantly, DSS colitis markedly decreased BDNF in both myocardium and serum. Levels of various proteins critical to cardiac homeostasis were also altered. Functional studies showed that BDNF increases cell viability and mitigates H_2_O_2_-induced oxidative damage in H9c2 cells, demonstrating its protective role in the adult heart. Mechanistically, cellular experiments identified IL-1β as the inflammatory mediator upregulating cardiac miR-155; this effect was confirmed in adult rats. Furthermore, IL-1β neutralizing antibody ameliorated the DSS-induced increase in miR-155 and concurrent decrease in BDNF in the adult heart, showing therapeutic potential. Our findings indicate that chronic colitis impairs heart function through an IL-1β→miR-155→BDNF signaling axis.

## Introduction

Inflammatory bowel disease (IBD) represents a spectrum of chronic inflammatory mediated conditions, including Crohn’s disease and ulcerative colitis, manifesting in varying degrees and locations of colitis. While therapeutic research has been primarily targeted on affecting the pathways yielding abnormal colonic inflammation, IBD has known extraintestinal manifestations mediated through a chronic inflammatory and hypercoagulable state [1]. Chronic inflammation has previously been identified as atherogenic with increased risk of developing cardiovascular disease. The interplay between patients with heart failure (HF) and consequential alterations in colonic integrity and mucosal bacteria burden has also been noted [2]. In a Danish cohort study, patients with IBD had an increased risk of hospitalization for HF, a risk strongly correlated to periods of active disease [3]. Patients with IBD diagnosed for greater than a year were noted to have an increased incidence of coronary artery disease events compared to controls despite having fewer risk factors for coronary artery disease [4]. In addition, Crohn’s disease and ulcerative colitis have been identified as independent risk factors for acute myocardial infarction [5]. Despite the independent recognition of IBD as a risk factor for heart disease, the mechanisms mediating the changes in cardiac function in patients with IBD have not been well elucidated, partly due to unavailability of human heart tissue.

Cardiac remodeling in the presence of chronic inflammation has been investigated as an important pathway eventually mediating physiologic HF. TNF-α, an important inflammatory cytokine in the pathogenesis of IBD and a well-established therapeutic target for both Crohn’s disease and ulcerative colitis, has been linked to left ventricle remodeling [6]. While anti-TNF-α therapy is effective in reducing disease activity and inducing clinical remission in IBD patients, adverse events including heart failure have been observed [7,8]. This suggests that TNF-α signaling has a complex role in cardiac homeostasis and that other proinflammatory mediators such as interleukin 1beta (IL-1β) or lipopolysaccharide (LPS), which are increased in IBD, could play a role in molecular remodeling in the adult heart. Clarifying how these inflammatory mediators induce cardiac remodeling may lead to development of novel therapeutic strategies.

MiRNAs have been related to posttranscriptional regulation of gene expression in major cardiac physiological and pathological processes, and cardiac muscle phenotypes are tightly regulated by miRNAs to maintain cardiac homeostasis [9]. miR-155 plays a key role in the homeostasis and function of the immune system [10], but abnormal high levels of circulating miR-155 found in patients with ulcerative colitis could be detrimental [11]. While miR-155 knockout mice demonstrated resistance to developing cardiac hypertrophy [12], cardiac miRNA profiles in the presence or absence of chronic colitis have not been characterized. Whether and how miR-155 mediates cardiac remodeling in IBD remain to be determined.

Brain-derived neurotrophic factor (BDNF) has been identified as a neurotrophin mediating wide-ranging effects on the cardiovascular system including cardiac and coronary artery development and maintenance of homeostasis including protection against reactive oxygen species [13]. In adult mammals, BDNF governs autonomic transmission to the heart and exerts prominent angiogenic effects [14]. Of note, the BDNF receptor, tropomyosin-related kinase receptor B (TrkB), exists in the myocardium [15]. BDNF/TrkB signaling is required for the heart to fully contract and relax [14,16]. Recent studies suggest that alterations in BDNF synthesis and function are associated with increased incidence of heart failure, arrhythmia, and myocardial infarction, indicating its necessity in the cardiovascular system [17–19]. It is unclear, however, if chronic colitis suppresses BDNF by upregulating certain miRNAs. The aim of this study was to determine whether and how colitis alters miRNA profiles in the adult heart, and if changes in miRNAs are associated with alterations in functional proteins. Our results indicate that chronic colitis upregulates IL-1β augmenting certain cardiac miRNAs, particularly miR-155, which leads to suppression of BDNF corresponding to impaired heart function. Our findings reinforce the clinically noted connection of IBD and HF and suggest that cardiac impairment in IBD could be mitigated with IL-1β antibody.

## Materials and methods

### Reagents

Dextran sulfate sodium (DSS), molecular weight 36-50K, was purchased from Gojira Fine Chemicals (Bedford Heights, OH). LPS, H_2_O_2_, and 2,4,6-trinitrobenzene sulfonic acid (TNBS) were purchased from Sigma (St. Louis, MO). Rat recombinant IL-1β (Cat. # Z03014) and TNF-α (Cat. # Z02999) were purchased from GenScript (Piscataway, NJ) and neutralizing IL-1β antibody (Cat. # AF-401-NA) was from R&D Systems (Minneapolis, MN).

### Cell culture

H9c2 rat cardiaomyoblast cells were purchased from American type culture collection (ATCC, Manassas, VA) and maintained in Dulbecco’s modified eagle medium supplemented with 10% fetal bovine serum and 0.1% penicillin-streptomycin solution. Transient transfection was performed using Lipofectamine RNAiMAX (Thermo Fisher Scientific, Waltham, MA) [20].

### Animals

Total 70 6-week old male Sprague Dawley rat littermates (150 to 200 grams) were purchased from Harlan (Indianapolis, IN) and used in the preclinical studies. The rats were housed in the UTMB animal facility with 12h light/12 dark cycle, a temperature range of 24–26°C, and a relative humidity of 40–70%. Regular chow and water were provided *ad libitum*.

#### Protocols for animal experiments

Three colitis models were used in this project. 1. Chronic colitis (n = 8 per group). Chronic colitis was induced with 3% DSS, which was applied for 4 cycles of 5 days each, with intermittent 9-day intervals of normal drinking water. 2. Acute TNBS colitis (n = 6 per group). Rats were lightly anesthetized with isoflurane (4% for induction and 1% for maintenance) and 250 μl of TNBS in phosphate buffered saline containing 40% ethanol was injected intrarectally via a catheter, advanced to 8 cm into the colon [21,22]. Control rats received one time intracolonical injection of 250 μl of saline. 3. Acute DSS colitis (n = 6 per group). To determine if IL-1β antibody ameliorates DSS-induced miR-155 upregulation, 6-week old male Sprague Dawley rats were treated with 5% DSS in the drinking water for 7 days. IL-1β antibody (25 μg/kg in 200 μl of saline) was administrated daily by intraperitoneal injection for 7 days. Rats in control groups were subjected to daily intraperitoneal injection of 200 μl saline. Animals were euthanized 3 hours after the last dose of IL-1β antibody. The individual hearts were collected, snap-frozen in liquid nitrogen, and pulverized for RNA extraction. All animals with experimental colitis were monitored daily by a member of the research team for assessment of food consumption and any unexpected discomfort or morbidity. At the end of each experiment, animals were decapitated under deep plane of anesthesia with 4% isoflurane.

To assess the impact of IL-1β and TNF-α on the miR-155 levels in the adult heart, 6-week old male Sprague Dawley rats were anesthetized with isoflurane (4% for induction and 1% for maintenance) and given recombinant IL-1β or TNF-α (GeneScript, 10 μg/kg) by tail vein injection. Control group received saline (n = 8 per group). Twenty-four hours later, animals were decapitated under deep plane of anesthesia with 4% isoflurane. Individual hearts were removed and snap-frozen in liquid nitrogen, followed by pulverization with mortar and pestle. A small aliquot of the pulverized cardiac tissue was used for isolation of total RNA containing miRNA.

#### Ethics statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All procedures were approved by the Institutional Animal Care and Use Committee, The University of Texas Medical Branch at Galveston (Protocol # 1512071A).

### Rat echocardiography

Rat cardiac function was examined via trans-thoracic echocardiography using a Vevo 770 High-Resolution Imaging System equipped with a 30 mHz probe (VisualSonics, Toronto, Canada). The rats were anesthetized with isoflurane (4% for induction and 1% for maintenance) and positioned in left lateral decubitus. The anterior chest hair was removed with Nair Hair Remover Lotion (Church & Dwight Co., Ewing, NJ). ECG was monitored throughout the experiment and temperature was kept at 37°C on the heated plate. The left ventricular short-axis and long-axis view and the apical four-chamber view were examined by two-dimensional and M-mode echocardiography. A number of cardiac function-related parameters were determined, including left ventricular ejection fraction (LVEF), LV mass, and LV size (short-axis area and long-axis length).

### Immunohistochemistry

For histologic examination, a full-thickness colon specimen and half of the heart were obtained, fixed in 10% formalin, embedded in paraffin, sectioned, and de-waxed prior to histochemical staining stained with hematoxylin and eosin (H&E) [23]. For immunohistochemistry, five-micrometer sections were baked in a 50–55°C oven for 1 hour. After antigen retrieval and one-hour blocking with 10% serum, the slides were treated with anti-COL3A1 mouse monoclonal antibody (sc-514601, Santa Cruz Biotechnology; 1:50 dilution) overnight, followed by washing three times 15 min each with 1X PBS. The sections were then incubated for 1 hour at room temperature with ALEXA-conjugated antibody (Invitrogen) diluted 1:400 in PBS. Images were captured using a LEICA DMI 6000 B microscope. Terminal deoxynucleotidyl transferase (TdT) dUTP Nick-End Labeling (TUNEL) assay was performed using the TUNEL Assay Kit—HRP-DAB (ab206386, abcam, Cambridge, UK) and following the protocol provided by the manufacturer.

### Real-time reverse transcriptase-polymerase chain reaction (RT-qPCR)

Total RNA including miRNA was extracted using the miRNeasy Mini Kit (QIAGEN, Valencia, CA), followed by cDNA synthesis using SuperScript III First-Strand Synthesis System or TaqMan™ Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA) [23]. The mRNA levels were quantitated using SYBR Green-based qPCR with *Gapdh* as internal control and miRNA levels determined using TaqMan-based qPCR with 18S ribosomal RNA as internal control. Primers are as follows: *Bdnf*-F, 5’-TAC CTG GAT GCC GCA AAC AT-3’, *Bdnf*-R, 5’-GCT GTG ACC CAC TCG CTA AT-3’; *Il1b*-F, 5’-CAG GAT GAG GAC CCA AGC AC-3’, *Il1b*-R, 5’-GTC GTC ATC ATC CCA CGA GT-3’; *Mmp7*-F, 5’-CTC TCT GGG TCT GGG TCA CT-3’, *Mmp7*-R, 5’-AAG GGC GTT TGC TCA TTC CA-3’; *Mmp9*-F, 5’-CTG GGC ATT AGG GAC AGA GGA-3’, *Mmp9*-R, 5’-GAC ACT GAG AAT CCC TGA GCG-3’; *Il18*-F, 5’-CAA AAG AAA CCC GCC TGT GTT-3’, *Il18*-R, 5’-AGT CTG GTC TGG GAT TCG TTG-3’.

### Myeloperoxidase (MPO) assay

Frozen colon mucosa/submucosa was pulverized in liquid nitrogen, homogenized in 20 mM phosphate buffer (pH 7.4), and centrifuged at 4°C for 10 minutes. Pellets were sonicated in 50 mM phosphate buffer (pH 6.0) containing 0.5% hexadecyl trimethyl ammonium bromide and centrifuged at 4°C for 5 minutes. The supernatant (100 μl) was incubated with 16 mM tetramethyl benzidine in 50% ethanol, 0.3 mM H_2_O_2_, and 8 mM sodium phosphate buffer (pH 5.4) for 3 minutes. Myeloperoxidase activity was measured by reading the absorbance at 655 nm in a microplate reader [22].

### Subcellular fractionation

Frozen tissue was smashed into fine powder in liquid nitrogen. Around 100 mg of pulverized tissue was transferred to a microcentrifuge tube and about 10 times tissue weight of ice-cold cytoplasmic extract buffer (250 mM Sucrose, 20 mM HEPES, 10 mM KCl, 1.5 mM MgCl_2,_ 1 mM EDTA, 1 mM EGTA, 1 mM DTT) containing protease inhibitors was added to each tube. The tissue was homogenized for 20 seconds with a Polytron homogenizer. After incubation on ice for 20 min, the nuclear pellet was centrifuged out at 720 g (3000 rpm) for 5 min. The nuclear pellet was washed once with the cytoplasmic extract buffer and resuspended with the nuclear extract buffer (20 mM Tris HCl, 420 mM NaCl, 1.5 mM MgCl_2,_ 0.2 mM EDTA, 10% glycerol, 0.1% SDS, 1 mM PMSF). The nuclei was incubated on ice for 40 min and vortexed on the highest setting for 15 seconds periodically, followed by centrifugation at maximum speed for 10 min [20].

### Western blotting

Immunoblotting was performed as described previously [22,23]. Primary antibodies were as follows: anti-BDNF rabbit polyclonal (Cat. # OSB00017W, 1:1000)(Thermo Fisher Scientific), anti-GSK-3β rabbit polyclonal (Cat. # AF1590, 1:1000)(R&D Systems, Minneapolis, MN), anti-BCL-2 rabbit polyclonal (Cat. # 3498S, 1:1000), anti-phospho-AKT (Ser473) rabbit polyclonal (Cat. # 9271S, 1:1000), anti-STAT3 rabbit polyclonal (Cat. # 9139, 1:1000), anti-ELAVL1 rabbit polyclonal (Cat. # 12582S, 1:1000), anti-Caspase-3 rabbit polyclonal (Cat. #9662S, 1:1000), anti-phospho-H2A.X (Ser139) rabbit polyclonal (Cat. # 2577S1:1000), anti-GADPH rabbit polyclonal (Cat. # 5174S, 1:1000), anti-cleaved Caspase 3 (9664S, 1:1000) rabbit polyclonal, anti-cleaved Caspase 7 rabbit polyclonal (8438S, 1:1000) (Cell Signaling, Danvers, MA), anti-COL3A1 rabbit polyclonal (Cat. # sc-514601, 1:100), anti-β-catenin rabbit polyclonal (Cat. # sc-7963, 1:200) (Santa Cruz, Dallas, TX), and anti-β-Actin mouse monoclonal antibody (Cat. # A5441, 1:5000) (Sigma, St. Louis, MO). All blots were scanned using an Odyssey Infrared Imaging System (LI-COR Biosciences, Lincoln, Nebraska). Band density was determined using LI-COR Image Studio Software.

### Measurement of B-type natriuretic peptide (BNP) and BDNF in serum and/or cytoplasmic/nuclear fractions

Serum levels of BNP were determined using a B-type Natriuretic Peptide EIA kit (Cat. # RAB0386, Sigma, St. Louis, MO). BDNF levels in the serum and cytoplasmic/nuclear fractions were quantitated using a rat BDNF ELISA kit (Cat. # EK0308, ScienCell Research Laboratories, Carlsbad, CA).

### Cell proliferation assay

Cell viability was assessed using the Vybrant® MTT Cell Proliferation Assay Kit (Thermo Fisher Scientific).

### MicroRNA microarray

MicroRNA microarrays were performed by LC Sciences (Houston, TX) using Microarray Version 21 (MRA-1003) [23]. Data were analyzed by subtracting the background and then normalizing the signals using a LOWESS (Locally-Weighted Regression) filter. The miRNA transcript was considered as reliably detectable only if the signal intensity was greater than 3 times the background standard deviation, the spot coefficient of variation was < 0.5, and at least 50% of the repeated probe signals were above the detection level.

### Statistical analysis

All data were expressed as mean ± SEM. We used one-way analysis of variance (ANOVA) followed by Tukey post-hoc analysis for comparison of more than two means, and Student’s t-test to compare between two means, and considered *p*<0.05 to be statistically significant.

## Results

### Chronic colitis impairs cardiac function

To provide direct evidence that chronic colitis induces molecular remodeling in the adult heart, we first evaluated potential functional changes on the hearts of animals experiencing experimental colitis. Rats were exposed to 4 episodes of inflammation using 3% DSS to mimic the chronic, vacillating disease activity in IBD, a colitis model that has been very well characterized [24–26]. Three percent DSS caused no mortality and had no significant effect on the body weight compared to controls (Fig 1A). To confirm the colonic activity of DSS, the colon length was measured, which was significantly shortened after the exposure compared to controls (17.1±0.57 vs 14.3±0.21, *p*<0.05) (Fig 1B). In the setting of colonic inflammation mediated by DSS, myeloperoxidase activity (5-fold, Fig 1C) and mRNA levels of *IL-1β* (9.5-fold) [27–29], *Mmp 7*(16-fold), and *Mmp 9* (4.6-fold), but not *Il18* (Fig 1D), were significantly increased (*p*<0.01). H&E staining revealed that DSS rats had significant alterations in the overall mucosal architecture (Fig 1E), including irregular crypts with variable diameters along the depth of single crypts or dilated crypts, bifurcation at the base of the crypt, and crypts herniated to the submucosa. Cryptitis, crypt abscesses, and erosions, i.e. the loss of surface epithelium, were observed in some areas. The DSS rats demonstrated a significant decline in LVEF (30%, Fig 1F) and accompanying increases in left ventricular mass (36%, Fig 1G) and size (Fig 1H) compared to controls calculated on M-mode images from transthoracic echocardiography (Fig 1I). These physiologic changes noted in chronic colitis were accompanied by an increase in serum levels of BNP (2.4-fold, Fig 1J), a biochemical marker for heart failure, which is strongly associated with LV hypertrophy [30]. H&E staining of the heart sections showed cell swelling, irregular nuclear pattern, and enlarged spaces between muscle fibers in DSS rats (Fig 1K).

**Fig 1:**
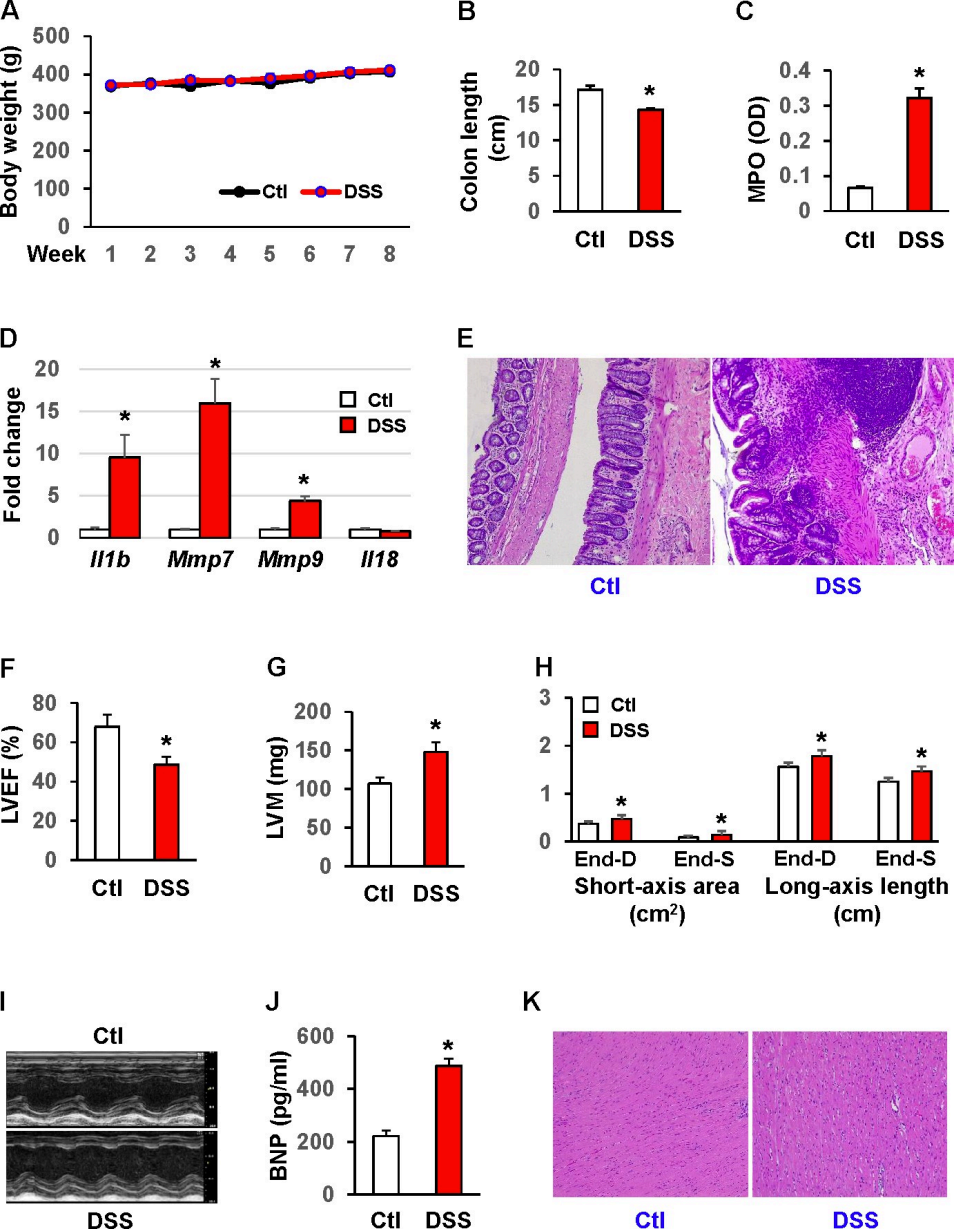
Chronic colitis impairs heart function in rats. Chronic colitis was induced with 3% DSS, which was applied for 4 cycles of 5 days each, with intermittent 9-day intervals of normal drinking water. (A) Chronic colitis had little effect on body weight. (B) Colon length was significantly shortened by DSS-induced colitis. MPO activities (C) and mRNA levels of *IL-1β*, *Mmp7*, and *Mmp9* but not *IL-18* were markedly elevated in the colonic mucosa of rats with chronic colitis (D). Messenger RNA (mRNA) levels were quantitated by RT-qPCR. (E) H&E staining of the colon. Echocardiography showed that chronic colitis significantly reduced LVEF (F) and increased LV mass (G) and size (H). LV sizes were presented as short-axis area (cm^2^) and long-axis length (cm). End-D, end-diastole; End-S, end-systole. (I) Representative M-mode images from rats with or without chronic colitis. (J) Chronic colitis also significantly elevated serum levels of BNP (pg/ml), indicative of heart failure. n = 8. * *p*<0.05 vs. control (Ctl). (K) Histological analysis of the rat heart by H&E staining.

### MiRNA profiling identifies cardiac miRNAs significantly altered by DSS colitis

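Heart RNA from 3 control rats and 3 rats given 3% DSS in 4 cycles of 5 days, with intervals of 9 days of water, was hybridized to rat miRNA microarrays, 1 array per heart. The RNA was tailed, ligated to a tag and stained in 1 color after hybridization. Each array had 3968 spots. Of these, 3044 carried probes for 761 rat miRNAs, with 4 spots per probe, and 924 were control or empty spots. The arrays carry animal numbers, which were 9, 10 and 11 for the controls and 13, 14 and 16 for the DSS rats. No paired analysis was possible because the animal numbers are not shared between the groups. The deposited scanner files give the median and the SD of the pixel brightness of each spot, with the background still included. A table of the authors' processed values holds linear signals after background subtraction and the LOWESS filter. The rule by which repeated spots were combined and the probes used for the filter are not given in the paper's text. From the scanner files, the brightness was corrected for background with the normexp method of limma (offset 50), averaged over the 4 spots on the log2 scale, and normalized between arrays by cyclic LOWESS over all miRNA probes. For detection, background was read as the median of the dimmest 25% of miRNA spots. It was 37.4, 95.4 and 36.6 on the control arrays and 35.4, 84.8 and 67.5 on the DSS arrays. A miRNA was taken as detected by the paper's rule, with the background SD measured on the 632 empty spots. The limit of 3 SD lay between 20.0 and 59.3 above the background. The median empty spot was itself brighter than this background, by 9.56, 45.0 and 11.4 on the control arrays and 7.07, 50.3 and 27.5 on the DSS arrays, so that the limit lay only 0.456 SD (DSS replicate 14) to 2.22 SD (control replicate 11) above the median empty spot. On DSS replicate 14 the limit was exceeded by 32.1% of the empty spots, on control replicate 10 by 23.4% and on control replicate 9 by 10.8%, so that detection of dim miRNAs is weakly founded on these arrays. Of the 761 miRNAs, 283, 223 and 255 were detected on the control arrays and 365, 256 and 239 on the DSS arrays. The mean was 254 ± 30.0 (SD, n = 3) for control and 287 ± 68.4 (SD, n = 3) for DSS, a difference smaller than the spread among the DSS arrays (2-sided exact permutation test, p = 0.6, where 3 arrays against 3 cannot go below 0.1). Detection limits of 2 and 5 SD moved this p no higher than 0.7 in the same exact test, and it was 0.8 with the limit counted from the median empty spot, an alternative chosen after seeing the data that left 240 miRNAs detected on at least 3 arrays. All 6 arrays detected 177 miRNAs, and 366 were detected on none. The median CV of the 4 spots of a detected miRNA was between 11.2% and 14.2% per array. The 282 miRNAs detected on at least 3 arrays were compared between the groups with limma and adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision of every value.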

In an effort to identify cardiac miRNA expression changes mediated by chronic colitis, miRNA microarrays were performed on the cardiac tissue of DSS and control groups (S1 Fig). A hierarchical cluster analysis was performed for all miRNAs with a signal intensity >32. 

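Clustering was repeated on the 394 miRNAs with a mean normalized signal above 32 over the 6 arrays, with 1 minus Pearson's r as the distance and average linkage. All 6 arrays fell on the side of their own group when the tree was divided into 2 clusters. The 14 alternatives tried, among them Euclidean distance with complete linkage, the authors' processed values and no normalization, also placed 6 of 6 arrays with their group. Only 9 of the 14 are separate tests, because scaling by 1 factor per array leaves Pearson's r as it is without normalization, and the filter at 32 is the one already used. Across these miRNAs, which are not independent replicates, Pearson's r between pairs of control arrays was between 0.951 and 0.976. For pairs of DSS arrays it was between 0.949 and 0.989, and for a control array with a DSS array between 0.760 and 0.948. DSS replicate 13 lay nearest to the control arrays. Its r with control replicate 11 was 0.948, about the same as its r of 0.949 with DSS replicate 14. The first principal component held 82.6% of the variance and the second 8.86%. On the first component the control arrays lay at -13.7, -7.80 and -8.23, DSS replicate 13 at 3.24, and DSS replicates 14 and 16 at 15.5 and 11.0.

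**Figure D1:**
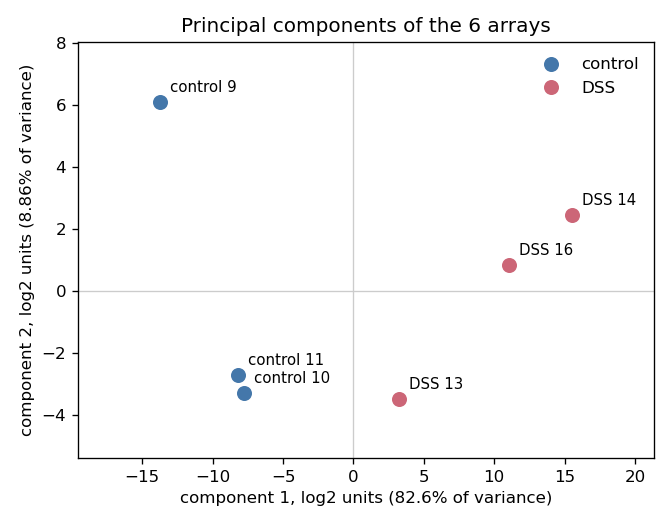
Position of each array on the first component (horizontal, log2 units) and the second component (vertical, log2 units) of the 394 miRNAs, with control arrays in blue and DSS arrays in red. The control arrays lie below -7.80 or at it on the first component, and DSS replicate 13 lies at 3.24, between them and the other DSS arrays.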

A t-test was performed comparing control groups to DSS rats (S2 Fig). 

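Among the 282 miRNAs compared, limma called 139 different at an adjusted p under 0.05, of which 59 were higher and 80 lower in DSS rats. The smallest adjusted p was 0.0151. Without DSS replicate 16 this number moved most, to 0 at a smallest adjusted p of 0.0614 in limma, although 129 miRNAs were still past the unadjusted threshold. It was 69 without DSS replicate 14 and 84 without control replicate 9. With all 761 miRNA probes in the test it was 74. At an unadjusted p under 0.05 limma called 165 miRNAs, where 14.1 would be expected by chance. The methods' t-test on the same values gave 155 miRNAs at this threshold, 144 of them among the 165, and 0 after adjustment. The 3 DSS values lay entirely above or entirely below the 3 control values for 187 miRNAs, or 66.3% of those compared, where chance gives 10%. This was the case for 138 of the 139 miRNAs called. The direction of the calls depended on the scaling between arrays. Without normalization 81 were higher and 38 lower, and with each array scaled to its spike-in probes, an alternative chosen after seeing the data, 168 were higher and 10 lower. A group mean above 500 in control or DSS hearts was found for 118 of the 282 miRNAs. Of these, 87 were past the unadjusted threshold and 79 were called after adjustment over all 282.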

Sixty-eight miRNAs with high signal (>500) had significant changes in expression levels (*p*<0.05). Thirty miRNAs were significantly increased (Table 1) and 38 were decreased (S1 Table) (*p*<0.05). 

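Of the 87 miRNAs with high signal past the unadjusted threshold of limma, 49 were higher and 38 lower in DSS hearts. Scaling to the spike-in probes moved these numbers most, to 76 and 10. The 30 miRNAs of Table 1 were all higher, with a mean log2 fold change of 2.17 and a range from 1.23 to 3.61. All 30 were called after adjustment over all miRNAs compared. The list's mean log2 signal was 9.75 ± 0.19 (SD, n = 3) in control and 11.92 ± 0.77 (SD, n = 3) in DSS hearts (fry test of limma, p = 0.00792; 2-sided exact permutation test, p = 0.1, the smallest possible). Without DSS replicate 16 limma called 0 of the 30 after adjustment and 30 before it, and the methods' t-test gave the same pair of counts. The 38 miRNAs of S1 Table were all lower, between -2.74 and -0.37 in log2 fold change. Of these, 32 were past the unadjusted threshold and 30 were called after adjustment, which without DSS replicate 14 became 18 and without DSS replicate 16 became 0, with 28 unadjusted. Their mean fell by 1.28, from 10.40 ± 0.40 (SD, n = 3) to 9.12 ± 0.24 (SD, n = 3) on the log2 scale (fry, p = 0.00606; exact permutation test, p = 0.1). Scaled to the spike-in probes, 20 of the 38 were lower and their mean log2 fold change was -0.22, and scaled to the 5S rRNA probes 35 were lower with a mean of -0.75. Both lists were chosen by the study on these arrays, so that their tests are not independent evidence. The camera test of limma passed both lists with its preset correlation of 0.01, but neither with an estimated correlation (p = 0.0995 for Table 1 and p = 0.104 for S1 Table, where the exact permutation p was 0.1 for each). The first miRNAs listed in Table 1, let-7d-3p, miR-466c-5p and miR-485-3p, changed by 2.14, 1.35 and 1.76 in log2 fold change. The largest increase among all called miRNAs was that of miR-352, 3.61 (standard error 0.70, adjusted p = 0.0151). It was followed by let-7f-5p at 3.32, let-7d-5p at 3.16, miR-1-3p at 3.11 and let-7c-5p at 3.08, each with all 3 DSS values above the control values. The 9 let-7 family members measured by their 5p arms rose by 2.74 on average, between 1.51 and 3.32, and all 9 were called. Their probes target near-identical sequences, and the sequence of miR-352 is within an edit distance of 2 of let-7d-5p. Among the decreases, miR-29c-3p changed by -2.74 (standard error 0.67, adjusted p = 0.0197), miR-450b-5p by -2.71, miR-450a-5p by -2.70, miR-451-5p by -2.53 and miR-148a-3p by -2.49. Without DSS replicate 14 the adjusted p of miR-29c-3p was 0.0589, and without DSS replicate 16 no miRNA named here was called. The first miRNAs of S1 Table were miR-103-3p at -0.52 (adjusted p = 0.0393), miR-145-5p at -0.98 (adjusted p = 0.0170) and miR-107-3p at -0.48, which was not called (adjusted p = 0.0558) but was called under 9 of the alternatives, with an adjusted p from 0.0217 to 0.773 over all of them. The call of miR-103-3p was lost with any 1 array left out, where its adjusted p was between 0.0624 and 0.128. Scaled to the spike-in probes, miR-103-3p and miR-107-3p were higher in DSS hearts, at 0.37 and 0.40. The largest change the paper lists in S1 Table is that of miR-101a-3p, which here was -2.04 (standard error 0.56, adjusted p = 0.0248, and 0.0738 without DSS replicate 14).

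**Figure D2:**
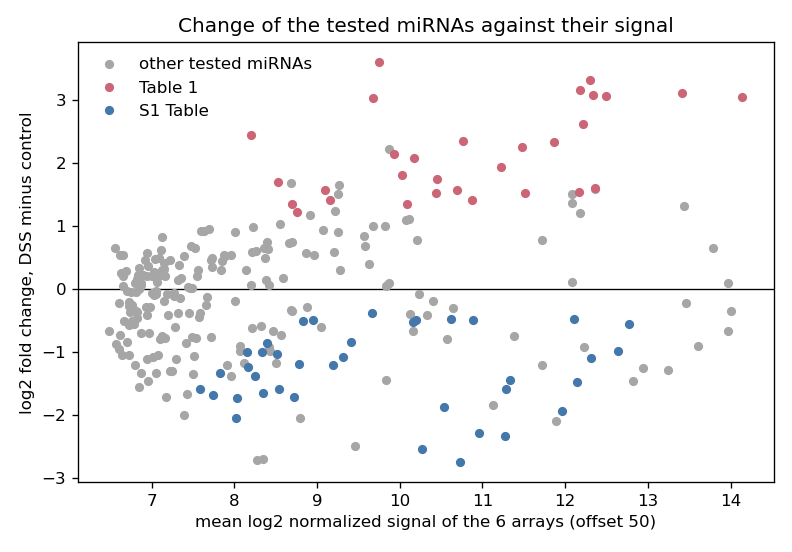
Log2 fold change of each of the 282 miRNAs (vertical, DSS minus control) against its mean log2 normalized signal over the 6 arrays (horizontal), with Table 1 in red, S1 Table in blue and other miRNAs in gray. The red points lie at 1.23 or above and the blue points at -0.37 or below under cyclic LOWESS, while under spike-in scaling 20 of the 38 blue points would lie below 0.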

Fifty-two miRNAs with low signal (<500) also had significant changes, among which 26 miRNAs including miR-155 were upregulated and 26 miRNAs downregulated (*p*<0.05). 

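A mean signal of 500 or less in both groups was found for 164 of the miRNAs compared. Of these, 78 were past the unadjusted threshold of limma, 25 higher and 53 lower in DSS hearts, and 60 were called after adjustment, 15 higher and 45 lower. The alternative that moved these numbers most was spike-in scaling, with 102 higher and 2 lower at the unadjusted threshold. Without normalization they were 54 and 24. The number that were higher was 14 without control replicate 10, 13 without control replicate 11, 16 without DSS replicate 14 and 15 without DSS replicate 16. The probe for miR-155-5p (target UUAAUGCUAAUUGUGAUAGGGGU) was detected on all 3 DSS arrays and on 0 control arrays. This depends on the detection limit. At 5 SD it was detected on 1 DSS array, and with the limit counted from the median empty spot, chosen after seeing the data, on 2. Its log2 signal was 6.24 ± 0.07 (SD, n = 3) in control and 6.89 ± 0.36 (SD, n = 3) in DSS hearts, a fitted log2 fold change of 0.65 (standard error 0.22, adjusted p = 0.0476 in limma). Each of the 3 DSS values was above all control values. Against the lowest signal detected on each control array, miR-155-5p was at least 1.17-fold higher in DSS hearts. At 2 SD, where it was also detected on 3 DSS and 0 control arrays, the same ratio was 1.395. At 5 SD and with the limit counted from the median empty spot the ratio was 0.884 and 0.921, which bounds nothing for miR-155-5p. In the authors' processed values its mean was 2.33 in control and 42.0 in DSS hearts, under the limit of 500 on all arrays. The call depended on single arrays. Its adjusted p was 0.0755, 0.114 and 0.115 without control replicates 9, 10 and 11, 0.115 without DSS replicate 14 and 0.0996 without DSS replicate 16, but 0.0313 without DSS replicate 13. Over all alternatives its log2 fold change was above 0, between 0.44 and 3.62, with an adjusted p from 0.00265 to 0.273, and it was not called in 13 of 23. The other arm, miR-155-3p, was detected on none of the arrays.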

The data was deposited in the GEO Repository (Accession No. GSE158991. URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158991).

**Table 1:** Cardiac miRNAs significantly upregulated by DSS colitis.

miRNA Name	p-value	Control Mean	DSS Mean	Log2(G2/G1)
rno-let-7d-3p	4.53E-03	467	1,822	1.96
rno-miR-466c-5p	7.36E-03	213	545	1.36
rno-miR-485-3p	7.61E-03	790	2,420	1.62
rno-miR-1b	7.72E-03	7,455	64,823	3.12
rno-miR-32-3p	1.04E-02	575	1,779	1.63
rno-miR-181b-5p	1.10E-02	144	560	1.96
rno-miR-486	1.33E-02	813	3,746	2.20
rno-miR-483-5p	1.38E-02	564	2,250	2.00
rno-miR-466d	1.39E-02	325	778	1.26
rno-let-7i-5p	1.50E-02	1,813	9,201	2.34
rno-miR-568	1.60E-02	1,014	2,743	1.44
rno-let-7d-5p	1.70E-02	1,707	16,929	3.31
rno-miR-466b-3p	1.97E-02	3,202	10,198	1.67
rno-miR-466c-3p	2.06E-02	2,907	8,467	1.54
rno-miR-466b-5p	2.36E-02	693	1,594	1.20
rno-miR-98-5p	2.41E-02	52	619	3.58
rno-miR-146a-5p	2.43E-02	1,226	3,078	1.33
rno-let-7f-5p	2.54E-02	1,677	18,931	3.50
rno-miR-466b-2-3p	2.54E-02	1,864	5,137	1.46
rno-miR-1-3p	2.56E-02	3,916	40,178	3.36
rno-miR-210-5p	2.64E-02	862	2,219	1.36
rno-miR-206-3p	2.96E-02	241	546	1.18
rno-miR-423-5p	2.97E-02	287	811	1.50
rno-let-7a-5p	3.05E-02	2,057	19,963	3.28
rno-let-7b-5p	3.84E-02	2,020	13,764	2.77
rno-let-7e-5p	3.84E-02	266	2,535	3.25
rno-miR-352	3.87E-02	236	3,055	3.69
rno-let-7c-5p	3.97E-02	2,521	18,395	2.87
rno-miR-1896	4.35E-02	1,262	4,821	1.93
rno-miR-196c-3p	4.43E-02	1,695	7,092	2.06

### MiRNAs putatively targeting the BDNF gene were predicted and confirmed by RT-qPCR

Using microRNA.org, miRDB, and miRWalk, target genes of all significantly altered miRNAs by DSS colitis were predicted. Interestingly, a total of 8 miRNAs increased by colitis in microRNA microarrays were predicted as regulators of BDNF (Fig 2A). 

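Fig 2A names the let-7 group without an arm, so both arms of let-7d were read with the other 7 miRNAs as a list of 9. All 9 were detected on at least 3 arrays, and all 9 had a higher mean in DSS hearts under every alternative tried. Of these, 7 were called by limma after adjustment over all miRNAs compared, and 7 when adjusted over the list alone. The study chose the list on these arrays, so that the second number is not independent evidence. Without DSS replicate 16 limma called 0 of the 9 after adjustment, where 7 were past the unadjusted threshold, and the methods' t-test likewise gave 7 before adjustment and 0 after it. The list's mean log2 signal was 9.33 ± 0.12 (SD, n = 3) in control and 11.02 ± 0.61 (SD, n = 3) in DSS hearts (fry, p = 0.00825; 2-sided exact permutation test, p = 0.1). Its mean log2 fold change of 1.70 ranged from 1.35 under 75th percentile scaling over all probes to 2.67 under spike-in scaling. With miR-155-5p at its lower bound the mean was 1.65, and the median was 1.55 with either value. Camera's call of the list with the preset correlation did not hold with an estimated one (p = 0.169, beside the exact p = 0.1). For miR-1b (target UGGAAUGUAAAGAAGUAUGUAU), the log2 signal was 12.62 ± 0.43 (SD, n = 3) in control and 15.67 ± 1.05 (SD, n = 3) in DSS hearts, a log2 fold change of 3.05 (standard error 0.53, adjusted p = 0.0151). The probe for miR-1-3p, whose target sequence is within an edit distance of 1 of miR-1b, rose from 11.86 ± 0.35 to 14.97 ± 1.22 (SD, n = 3 each). For let-7d-5p (target AGAGGUAGUAGGUUGCAUAGUU), 10.60 ± 0.71 in control became 13.76 ± 1.29 in DSS hearts (SD, n = 3 each), with a standard error of 0.67 for the change and an adjusted p of 0.0161. The other arm, let-7d-3p, changed from 8.86 ± 0.45 to 11.00 ± 0.40 (SD, n = 3 each; adjusted p = 0.0151). A log2 fold change of 1.55 (standard error 0.39, adjusted p = 0.0213) was measured for miR-466c-3p and of 1.23 (standard error 0.24, adjusted p = 0.0151) for miR-206-3p. Neither miR-207, at 0.19 (standard error 0.18, adjusted p = 0.394), nor miR-3596c, at 0.17 (standard error 0.18, adjusted p = 0.427), was called, and for both the DSS and control values overlapped. In limma, plain background subtraction called miR-207 (log2 fold change 0.90, adjusted p = 0.0322, in a range from 0.00123 to 0.764 over its alternatives). Without normalization both were called, at 0.76 and 0.82, under spike-in scaling at 1.71 and 1.77, and under 5S rRNA scaling at 1.18 and 1.25. Without control replicate 9 the adjusted p of miR-466c-3p was 0.0560. From target predictions for the miRNAs that changed on the arrays, the paper states that these increased miRNAs are predicted regulators of BDNF, and it takes them to RT-qPCR.

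**Figure D3:**
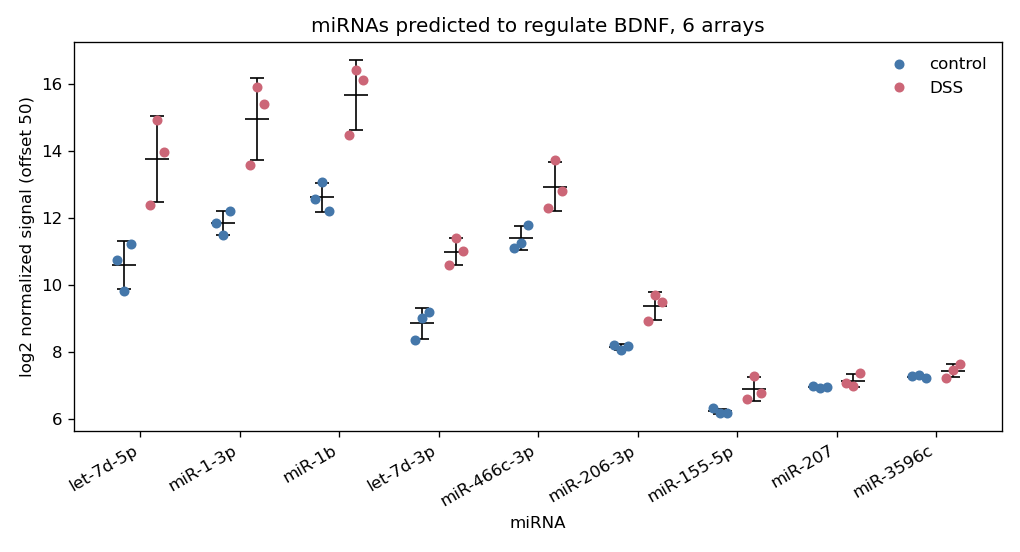
Log2 normalized signal (vertical) of the 9 miRNAs (horizontal) on the 3 control arrays in blue and the 3 DSS arrays in red, with the mean as a bar and the SD as whiskers. All DSS values lie above the control values for 7 of the miRNAs, and the values overlap for miR-207 and miR-3596c.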

RT-qPCR was subsequently performed, which confirmed that DSS colitis augmented levels of three of the miRNAs in cardiac tissue: miR-1b, Let-7d, and miR-155-5p (1.7-, 1.9-, and 2.3-fold, respectively. *p*<0.05) (Fig 2B–2D). No significant changes were found for miR-466c-3p, 206-3p, 3596c, 207, and 1-3p (*p*>0.05).

**Fig 2:**
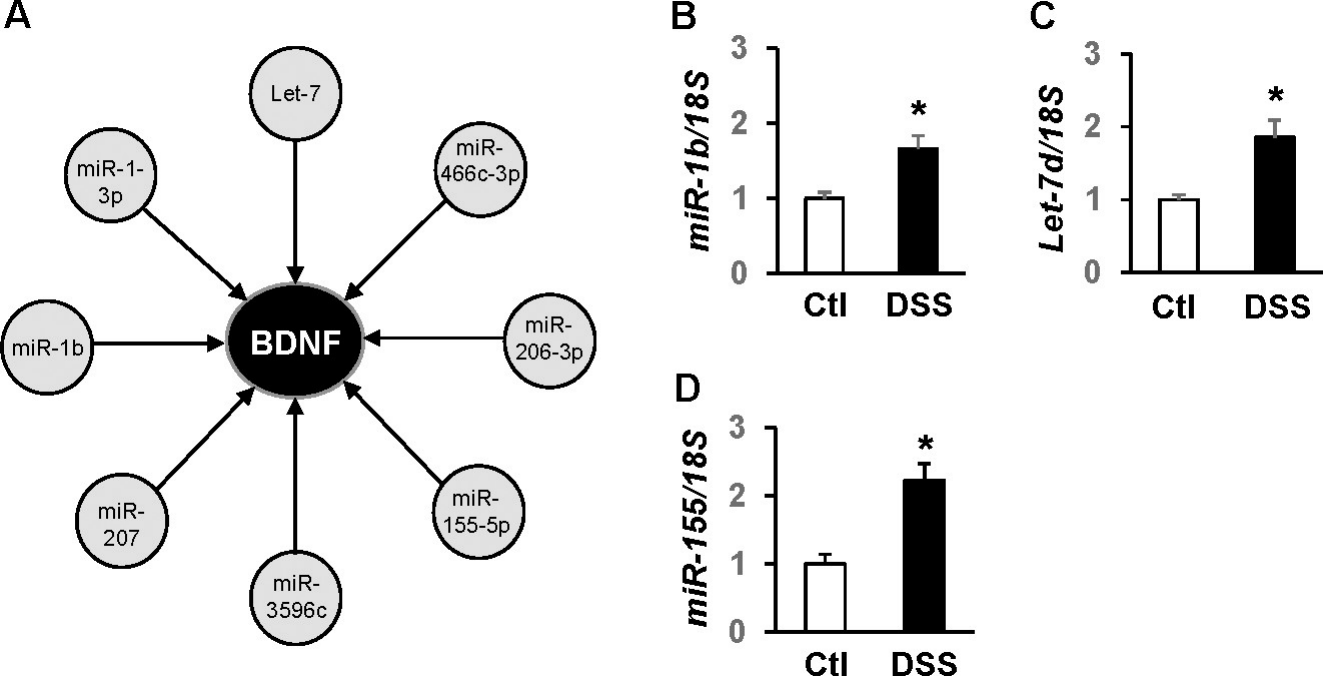
Multiple miRNAs targeting BDNF are elevated by colitis in the adult heart. Potential targets of altered miRNA were predicted using microRNA.org, miRDB, and miRWalk. (A) Eight miRNAs upregulated by DSS in miRNA microarrays were predicted as potential regulators of BDNF. RT-qPCR confirmed that miR-1b (B), Let-7d (C) and miR-155-5p (D) were significantly elevated by DSS colitis. No significant changes were found for miR-466c-3p, 1-3p, 206-3p, 3596c, and 207 (data not presented). n = 8. *p<0.01.

### MiR-1b, Let-7d, and miR-155 suppress BDNF in H9c2 cells

To confirm BDNF suppression by miR-1b, Let-7d, and miR-155, H9c2 cardiac myofibrobast cells were transfected with the miRNA of interest (Fig 3). All three miRNAs significantly downregulated BDNF protein expression compared to miRNA negative control (22%, 15%, and 43%, respectively, vs. control. *p*<0.05), with miR-155 demonstrating the most significant effect (*p*<0.05 vs. miR-1b and Let-7d). This effect was augmented by concurrent transfection of cells with all three miRNAs (*p*<0.01 vs. miR-1b and Let-7d).

**Fig 3:**
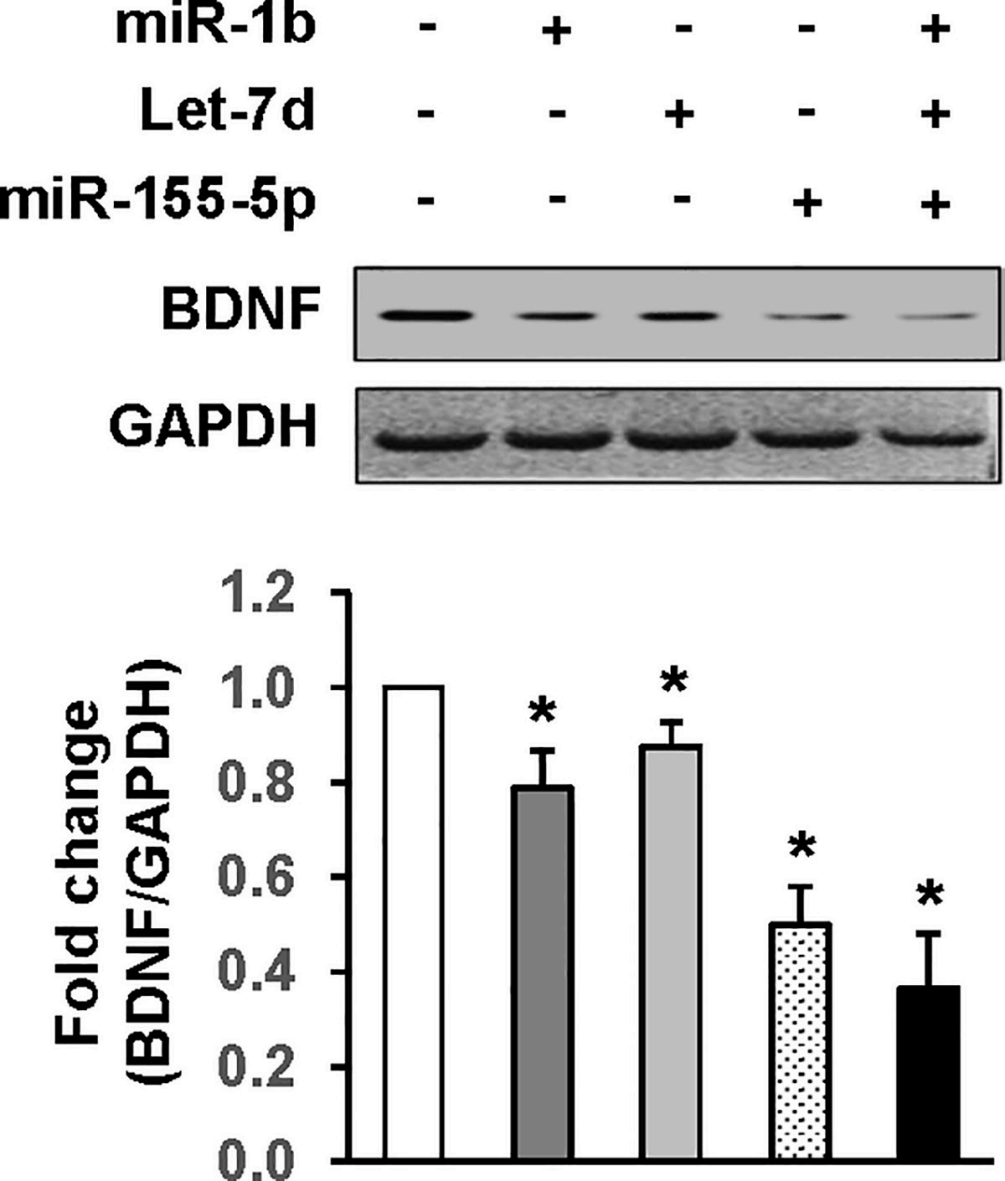
miR-1b, Let-7d, and miR-155 suppress BDNF in H9c2 cells. Mimics of miR-1b, Let-7d, and miR-155 or their combination were overexpressed in H9c2 cells by transient transfection. Top panel: Western blots showing miR-1b, Let-7d, and miR-155-5p, either alone or in combination, suppressed BDNF protein expression. Bar graph: Relative band density normalized to the housekeeping gene GAPDH. n = 3 independent experiment. * *p*<0.05 vs. control.

### Loss of BDNF in rat models of experimental colitis

In order to explore if changes in cardiac miRNA are associated with BDNF reduction, we examined the alterations in expression of BDNF[17–19], as well as notable cardiac proteins in DSS rats compared to age-matched controls: β-catenin, whose re-activation in cardiomyocytes triggers hypertrophic response via activation of mitogen-activated protein kinases [31,32]; BCL2, which has both pro and anti-apoptotic activity in heart failure [33]; phosphorylated AKT (pAKT), which is associated with short term increases in contractile function and efficient oxygen utilization in the myocardium [34]; STAT3, which is a downstream regulator of gp130 signaling associated with compensatory hypertrophy during periods of cardiac pressure overload [35]; COL3A1, which is a marker of cardiac fibrosis; ELAV-like protein 1 (ELAVL1), which is an important mediator of pyroptosis in inflammatory mediated heart failure [36]; and finally cleaved Caspases 3 and 7, whose enzymatic activity is necessary to complete apoptotic cell death [37]. In chronic colitis, BDNF protein levels in the myocardium were significantly reduced, accompanied by decreases in GSK-3β, BCL2, pAKT(S133) and increases in β-catenin, STAT3, COL3A1, and ELAVL1 compared to that in age-matched healthy controls (Fig 4A and 4B). Accumulation of COL3A1 in the DSS rat heart was confirmed by immunofluorescence, suggestive of cardiac fibrosis (Fig 4C). TUNEL staining showed very few positive apoptotic cells in both control and DSS rats (Fig 4D). Subcellular fractionation followed by enzyme-linked immunosorbent assay revealed that both cytoplasmic and nuclear BDNF levels in the adult heart were significantly attenuated by DSS (43% and 58%, respectively, *p*<0.05) (Fig 4E and 4F). This was accompanied by a significant reduction in circulating BDNF (91%, *p*<0.01) (Fig 4G). DSS induced colitis also suppressed BDNF mRNA expression in the adult heart (30%, *p*<0.05) (Fig 4H). In order to validate the changes induced by DSS, we also assessed BDNF expression in TNBS-induced acute colitis in adult rats, another well characterized rodent model of colitis [24,38]. BDNF protein levels in the serum and mRNA expression in the heart were significantly reduced by TNBS-induced colitis compared to controls (95% and 33%, respectively, *p*<0.05) (Fig 4I and 4J), confirming that both acute and chronic inflammation in the colon suppresses BDNF levels in the heart.

**Fig 4:**
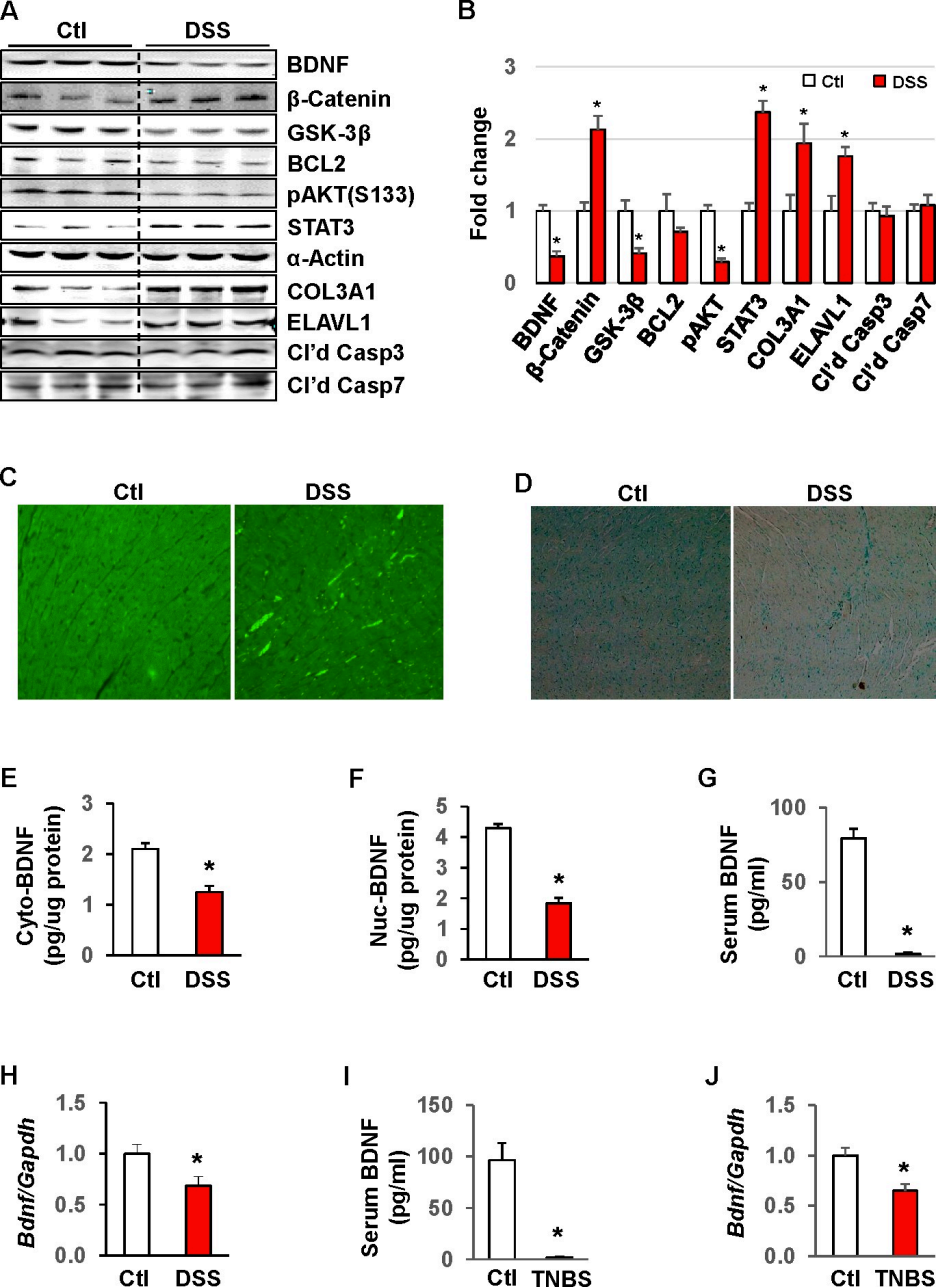
Chronic colitis induces marked changes in protein expression in the adult heart and blood. (A) Expression levels of proteins indicated in the tissue lysates of myocardium were significantly altered by DSS-induced chronic colitis. Western blot was performed to detect protein levels. Alpha-actin served as control. Cl’d Casp, cleaved Caspase. (B) Arbitrary optical density units of the targeting proteins were normalized *vs*. α-Actin and presented as fold change. (C) Immunostaining of COL3A1 in heart sections showing COL3A1 accumulation in DSS rats. (D) TUNEL staining of rat heart sections. Both cytoplasmic (E) and nuclear (F) BDNF protein levels in the heart were significantly decreased by DSS. BDNF protein levels in the extracts were assessed by enzyme-linked immunosorbent assay (ELISA). (G) BDNF levels in the serum was also dramatically downregulated by chronic colitis. (H) DSS colitis suppressed *BDNF* mRNA in the adult heart, which was quantitated by RT-qPCR with Gapdh as endogenous control. n = 8. *p<0.05 vs. control (Ctl). BDNF protein levels in the serum (I) and mRNA expression in the heart (J) were also significantly downregulated by TNBS-induced colitis. n = 6. *p<0.05 vs. control (Ctl).

### BDNF ameliorates H_2_O_2_-induced apoptosis in H9c2 rat cardiomyoblast cells

To help establish further the functional importance of BDNF in the adult heart [39], we investigated if BDNF impairs apoptosis in cardiomyocytes. While recombinant BDNF protein had no effect on BDNF mRNA levels, the rat BDNF-specific siRNA was successfully transfected into H9c2 rat cardiomyoblast cells with a significant reduction in BDNF mRNA (70%, *p*<0.01) (Fig 5A). Cell proliferation quantified by MTT colorimetric assay was significantly increased in the cells treated with recombinant BDNF protein compared to control cells (31%, *p*<0.05). A significant reduction in cell proliferation was noted in the BDNF knockdown group (35%, *p*<0.01 vs. siControl group) (Fig 5B). Apoptosis in H9c2 cells was induced through the administration of H_2_O_2_, manifested through cleavage of Caspase-3 and elevation of phosphorylated histone H2AX (γH2AX) (Fig 5C, left plate); the changes were mitigated by BDNF overexpression (Fig 5C, right plate). These findings demonstrate a protective role of BDNF in cardiomyoblasts.

**Fig 5:**
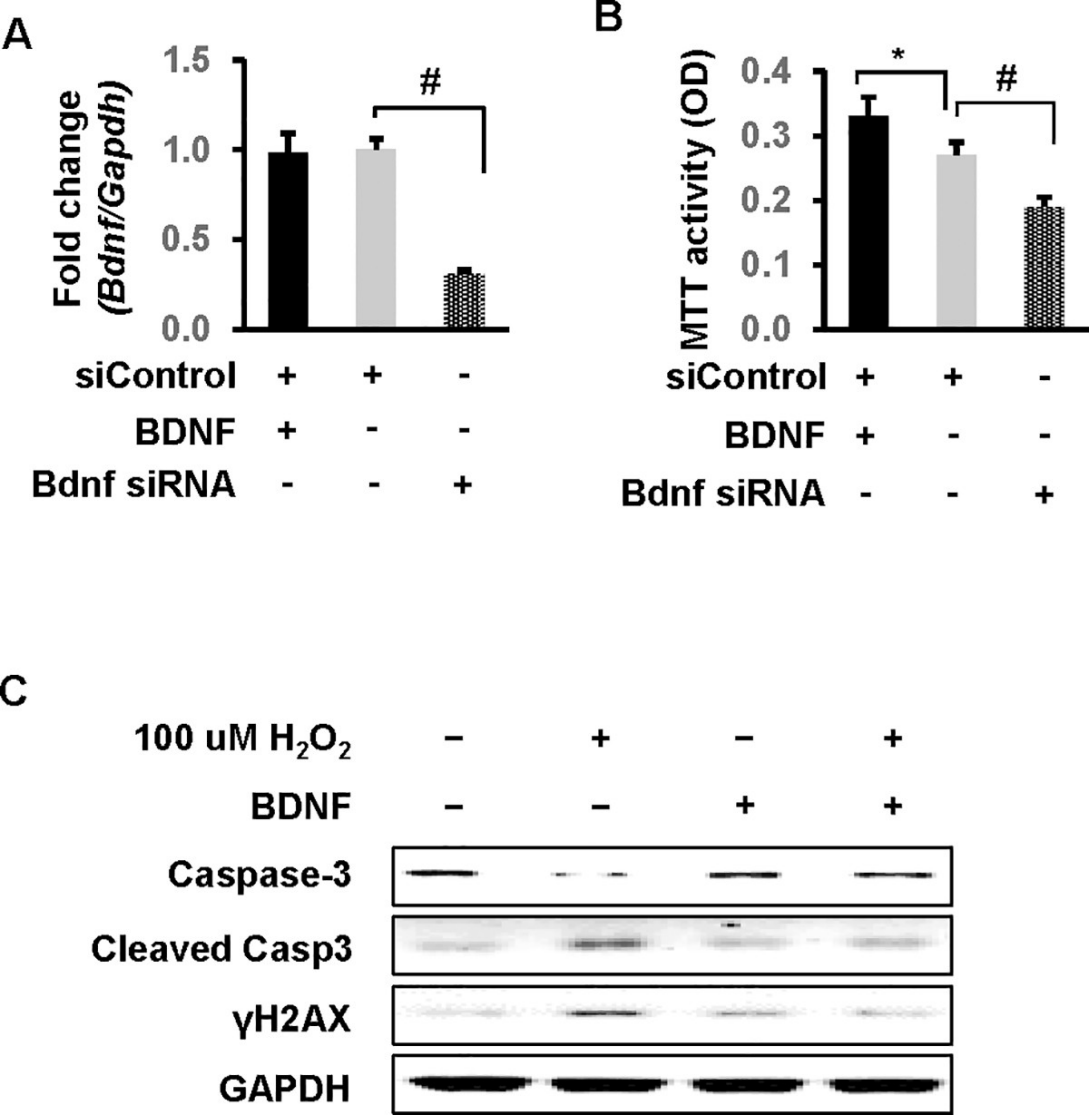
BDNF is critical to cell survival in H9c2 rat cardiomyoblast cells. (A) Cells were treated with recombinant BDNF protein or transfected with rat BDNF-specific siRNA. RT-qPCR was performed to confirm BDNF knockdown by siRNA. (B) Cell viability was significantly increased by recombinant BDNF protein and markedly suppressed by BDNF knockdown. Cell viability was evaluated by MTT assay. n = 3 independent experiments. * *p*<0.05, # *p*<0.01. (C) Forced expression of BDNF ameliorated H_2_O_2_-induced increases of cleaved caspase 3 and γH2AX, known markers of apoptosis. BDNF was overexpressed by transient transfection with empty vector as negative control. Proteins were detected by Western blot. GAPDH served as a loading control.

### IL-1β increases miR-155 and decreases BDNF levels in the adult rat heart

To determine how systemic inflammation influences miR-155 expression in cardiac myocytes, independent experiments were performed to identify mediators of chronic inflammation augmenting myocyte expression of miR-155. First, H9c2 cells were treated with inflammatory mediators H_2_O_2_, TNF-α, IL-1β, or low and high dose LPS. Only IL-1β upregulated miR-155 levels significantly (1.7-fold, *p*<0.01) (Fig 6A). Elevated levels of miR-155 responded in a dose dependent manner up to concentrations of 20 ng/mL (10 and 20 ng/mL *p*<0.01 vs. concentration zero) (Fig 6B). To verify that IL-1β stimulates miR-155 in rat myocardium, we treated adult rats with recombinant rat IL-1β or TNF-α and evaluated miR-155 levels in cardiac tissue by RT-qPCR. These *in vivo* studies demonstrated that IL-1β, but not TNF-α, augments miR-155 in the adult rat hearts compared to vehicle treated controls (2.4-fold, *p*<0.01 vs. control and TNF-α) (Fig 6C). To further confirm that IL-1β alters miR-155 expression in the chronic colitis model, IL-1β neutralizing antibody was concurrently administered in DSS rats. IL-1β neutralizing antibody negated the DSS-induced upregulation of miR-155 (Fig 6D) in the adult rat heart (*p*<0.01 vs. vehicle-treated DSS rats). More importantly, downregulation of BDNF by DSS was concurrently abrogated by administration of IL-1β neutralizing antibody (Fig 6E).

**Fig 6:**
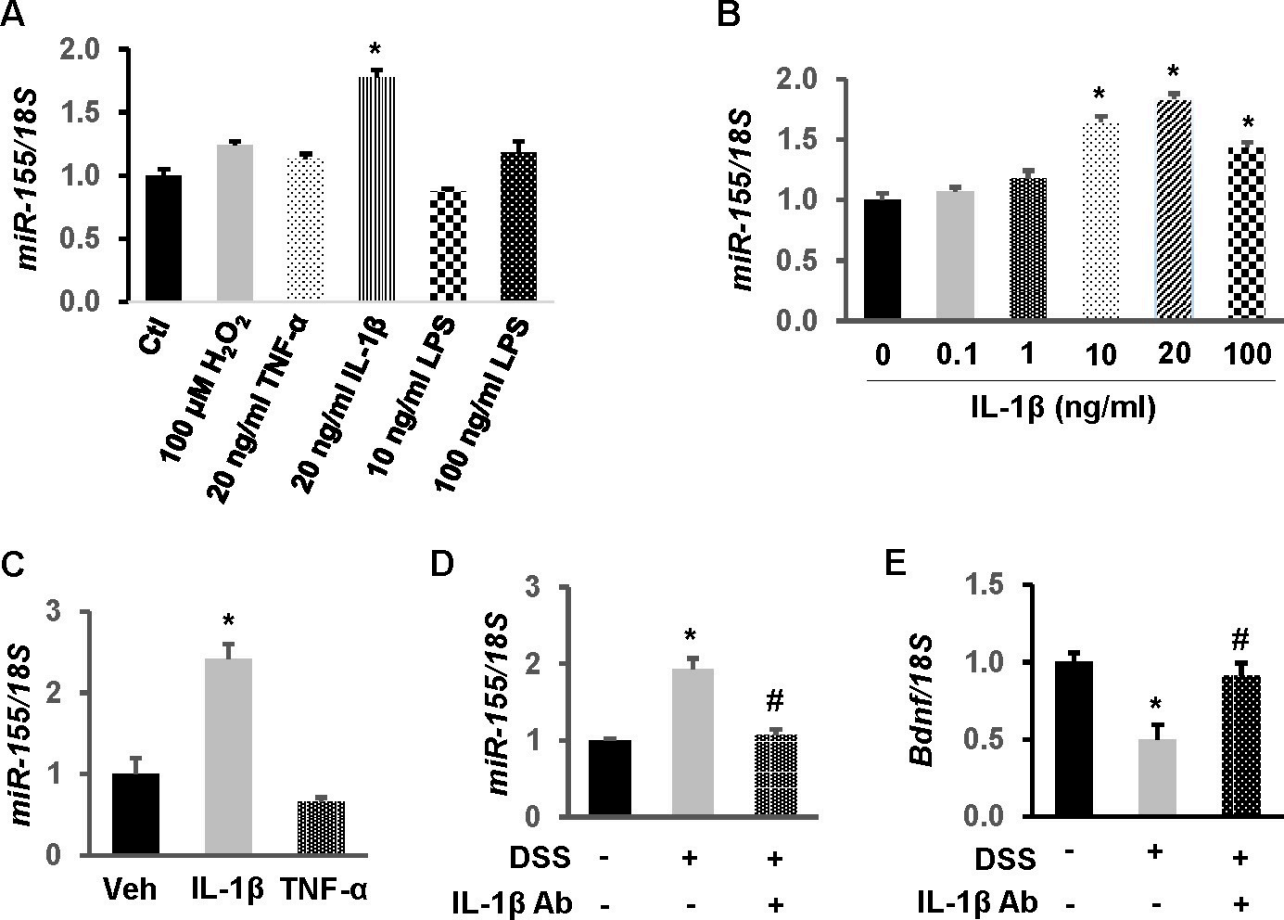
IL-1β mediates miR-155 upregulation by colitis in cardiomyocytes. (A) IL-1β upregulated miR-155 in H9c2 cells. Cells were treated with H_2_O_2_, TNF-α, IL-1β or LPS for 24 hours. miR-155 levels were quantitated by TaqMan-based RT-qPCR with 18S ribosomal RNA as endogenous control. (B) IL-1β elevated miR-155 in a dose-dependently manner. H9c2 cells were treated for 24 hours. n = 3 independent experiments. *p<0.01 vs. control (Ctl) or concentration zero. (C) Recombinant IL-1β, but not TNF-α, significantly elevated miR-155 in the adult rat heart *in vivo*. n = 8. *p*<0.01 vs. vehicle (Veh)-treated rats. (D) IL-1β neutralizing antibody ameliorated DSS-induced upregulation of miR-155 in the adult heart. (E) IL-1β blockade negated DSS-induced downregulation of BDNF in the adult heart. n = 6. *p<0.01 vs control, #*p*<0.05 vs. DSS alone.

## Discussion

Population-based studies found that IBD is associated with increased risk of hospitalization for heart failure [3,40], developing ischemic stroke [41], and myocardial infarction [17,42]. More recent studies have identified extracardiac sources of pro-inflammatory cytokines which can induce cardiac pump dysfunction [43]. Circulating inflammatory mediators, such as TNF-α, have been noted to correlate with disease severity in HF patients, and elevated levels are prognosticators of poor clinical outcomes [44]. In addition, patients presenting with HF with the highest quartile of circulating IL-1β had increased all-cause mortality at one year compared to their comorbidity matched cohorts [45]. The etiology of this chronic inflammatory state has not entirely been elucidated, although is thought to be mediated in part by increased release of endotoxins originating from the intestines [46]. In this study, we showed functional and anatomical changes of reduced LVEF corresponding with hypertrophic ventricular changes using trans-thoracic echocardiography in rats with chronic colitis, after demonstrating baseline echocardiographic results consistent with previously described rat controls [47]. These findings corresponded with biochemical evidence of heart failure with a 2.5 fold increase in BNP from control rats. This supports the population-based data that colitis can induce more severe phenotypes of HF and reinforces a connection between colonic integrity and extracolonic consequences in the heart. More importantly, we identified IL-1β as a major regulator of cardiac miR-155, which in turn suppressed heart BDNF. The significance of IL-1β in the chronic colitis model was reinforced when DSS-induced augmentation of miR-155 expression was shown to be reversed with IL-1β neutralizing antibody. These findings indicate that IL-1β is one of the missing links between IBD and HF. Blocking IL-1β might benefit patients with IBD by preventing cardiac remodeling that could lead to heart failure. Theoretically, IL-1β neutralization could also benefit patients with chronic autoinflammatory diseases such as rheumatoid arthritis [48], as well as type 2 diabetes, which is also considered as a chronic low-grade inflammatory disease [49].

We previously identified miR-155 as an important modulator of epithelial integrity in the setting of chronic colitis via its interference of colonic tight junctions by decreasing E-cadherin expression [23]. Let-7 has significantly altered expression in both Crohn’s disease and ulcerative colitis, albeit in contradictory patterns [50]. In cardiovascular disease, in addition to the before mentioned identification of miR-155 as a potential biomarker for non-ischemic cardiomyopathy, Let-7 has well established alterations of expression patterns in various cardiovascular diseases, notably upregulated in heart failure and ventricular hypertrophy [51]. miRNA profiling of the mouse adult hearts revealed a significant proportion of miR-1 of known miRNA reads [52]. When exposed to a cardiomyocyte-specific deletion of a gene required for miRNA production, LV malformations leading to dilated cardiomyopathy with subsequent LV dysfunction (manifested by diminished fractional shortening) were noted [53,54]. We utilized microarray analysis to identify the rat miRNAs significantly modulated by DSS colitis, and isolated the mRNAs predicted to target BDNF. Three miRNAs, miRNA-155, Let-7, and miR-1, were significantly increased in DSS colitis, and their common target, BDNF, was decreased significantly in cells transfected with the miRNA of interest. Prominent was miR-155, which was upregulated by IL-1β both *in vitro* and *in vivo*.

BDNF represents an emerging target for cardiovascular research due to its diverse effects of heart centric homeostasis [13] with alterations in expression in this growth factor implicated in a wide variety of cardiovascular diseases. We demonstrated that in response to chronic colitis, both serum and heart BDNF levels were significantly downregulated, which could adversely influence heart function. Importantly these changes were accompanied by alterations in protein expression of mediators which collectively are associated with molecular and biochemical modifications leading to hypertrophy (Fig 1K), fibrosis (Fig 4C), and the promotion of HF. BDNF knockdowns demonstrated significant reductions in cell proliferation in cardiomyoblast cells (Fig 5). Conversely, forced expression of BDNF reduced H_2_O_2_-induced apoptosis. In total, these findings support BDNF’s role as a mediator of chronic colitis-induced cardiac dysfunction.

The DSS model of induced colitis is considered a good preclinical model that exhibits many phenotypic features of relevance to human IBD [55–58]. DSS mice have increased anxiety-like behavior [59] and decreased electroretinography amplitudes, a measurement of retinal function [60], suggestive of two common extraintestinal manifestations. Our findings indicate that the DSS rat model could be a useful tool for mechanistic elucidation of cardiovascular diseases in IBD. However, rodent DSS models have their limitations as no animal models can fully recapitulate human IBD phenotypes and symptoms. Another limitation in this study is that the exact origins of miR-155 measured in the hearts remain to be determined. While our results suggest that IL-1β elevates miR-155 in cardiomyocytes, this event might also occur in the colon. High levels of miR-155 of gut origin could be transported to the heart by exosomes since miR-155 was found to be the most highly expressed miRNA in the blood samples of ulcerative colitis patients [11]. miR-155 is also highly elevated in the colon mucosa and feces collected from Crohn’s disease and ulcerative colitis patients [61,62].

While this study helps shed light on cardiac remodeling in IBD, we are aware that the human heart differs from the murine heart. Future studies could include procuring human heart tissue from deceased IBD patients and deceased control subjects without IBD, and comprehensive characterization of their molecular differences. Our findings suggest that IL-1β plays a major role in mediating cardiac remodeling through IL-1β→miR-155→BDNF signaling axis. IL-1β neutralization might be further tested for its ability to ameliorate HF in different preclinical models of colitis before consideration of proceeding to human clinical trials. While BDNF supplementation and miR-155 antagonists should be explored for their therapeutic potential in mitigating IBD-induced cardiac remodeling/HF, we cannot rule out other factors that may contribute to cardiac remodeling in IBD. For example, studies demonstrated a significant reduction in the diversity of the stool microbiome of individuals with IBD. The microbiota of patients with IBD is characterized by depletions in butyrate-producing bacteria with anti-inflammatory effects and an expansion in pathogenic bacteria [63]. While inflammation can be well controlled by drug therapy or surgery, gut microbial dysbiosis persists and may have a life-long impact on IBD patients. Thus, future studies should also investigate how colitis-induced microbiota dysbiosis influences the cardiac system.

In summary, the present study demonstrated that chronic colitis induced by DSS suppresses BDNF, a cardiac modulating neurotrophin with wide-ranging effects on normal cardiovascular development. This change was accompanied by the altered expression of proteins associated with biochemical and structural alterations associated with HF. We confirmed that BDNF ameliorated H_2_O_2_-induced apoptosis in H9c2 cardiomyoblast cells. We noted that three miRNAs, particularly miR-155, were predicted to be and then confirmed as regulators diminishing BDNF expression. Finally, we mechanistically connect chronic colitis-induced inflammation and miR-155-mediated changes in cardiomyocytes through IL-1β. These findings, in summation, provide an explanation to the previously noted relationship between HF and IBD. This supports the idea that chronic inflammation, and the modulation of its molecular byproducts, continues to represent a compelling area of therapeutic investigation particularly in patients with comorbid cardiovascular disease and colitis.

## Supporting information

S1 Fig Chip images of all 6 samples (n = 3). (PDF) Click here for additional data file.

S2 Fig Clustering graphs of miRNA microarrays. (A) Clustering graph of all miRNAs with signal intensity >32 (all detectable miRNAs). Altered miRNAs were also clustered based on the p values. (B) *P*<0.1. (C)*P*<0.05. (D)*P*<0.01.
(PDF) Click here for additional data file.

S1 Table Cardiac miRNAs significantly decreased by DSS colitis. (PDF) Click here for additional data file.

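S1 Table gives for each of 38 miRNAs a p-value, the mean signal of the control and the DSS arrays, and the log2 of the ratio of these means, in the form of Table 1. The means are arithmetic means of linear signals. In both tables together, 136 of 136 group means were within 1 of the mean of the deposited processed values of the same miRNA. Computed the same way from the values normalized here, the log2 ratio was between -2.96 and -0.41 for the miRNAs of S1 Table and between 1.43 and 4.07 for those of Table 1.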

# Supplementary material for: Chronic colitis upregulates microRNAs suppressing brain-derived neurotrophic factor in the adult heart
**Source:** PLoS One. 2021 Sep 20;16(9):e0257280. doi: 10.1371/journal.pone.0257280
**Supplement:** S2 Fig — (A) Clustering graph of all miRNAs with signal intensity >32 (all detectable miRNAs). Altered miRNAs were also clustered based on the p values. (B) P<0.1. (C)P<0.05. (D)P<0.01.

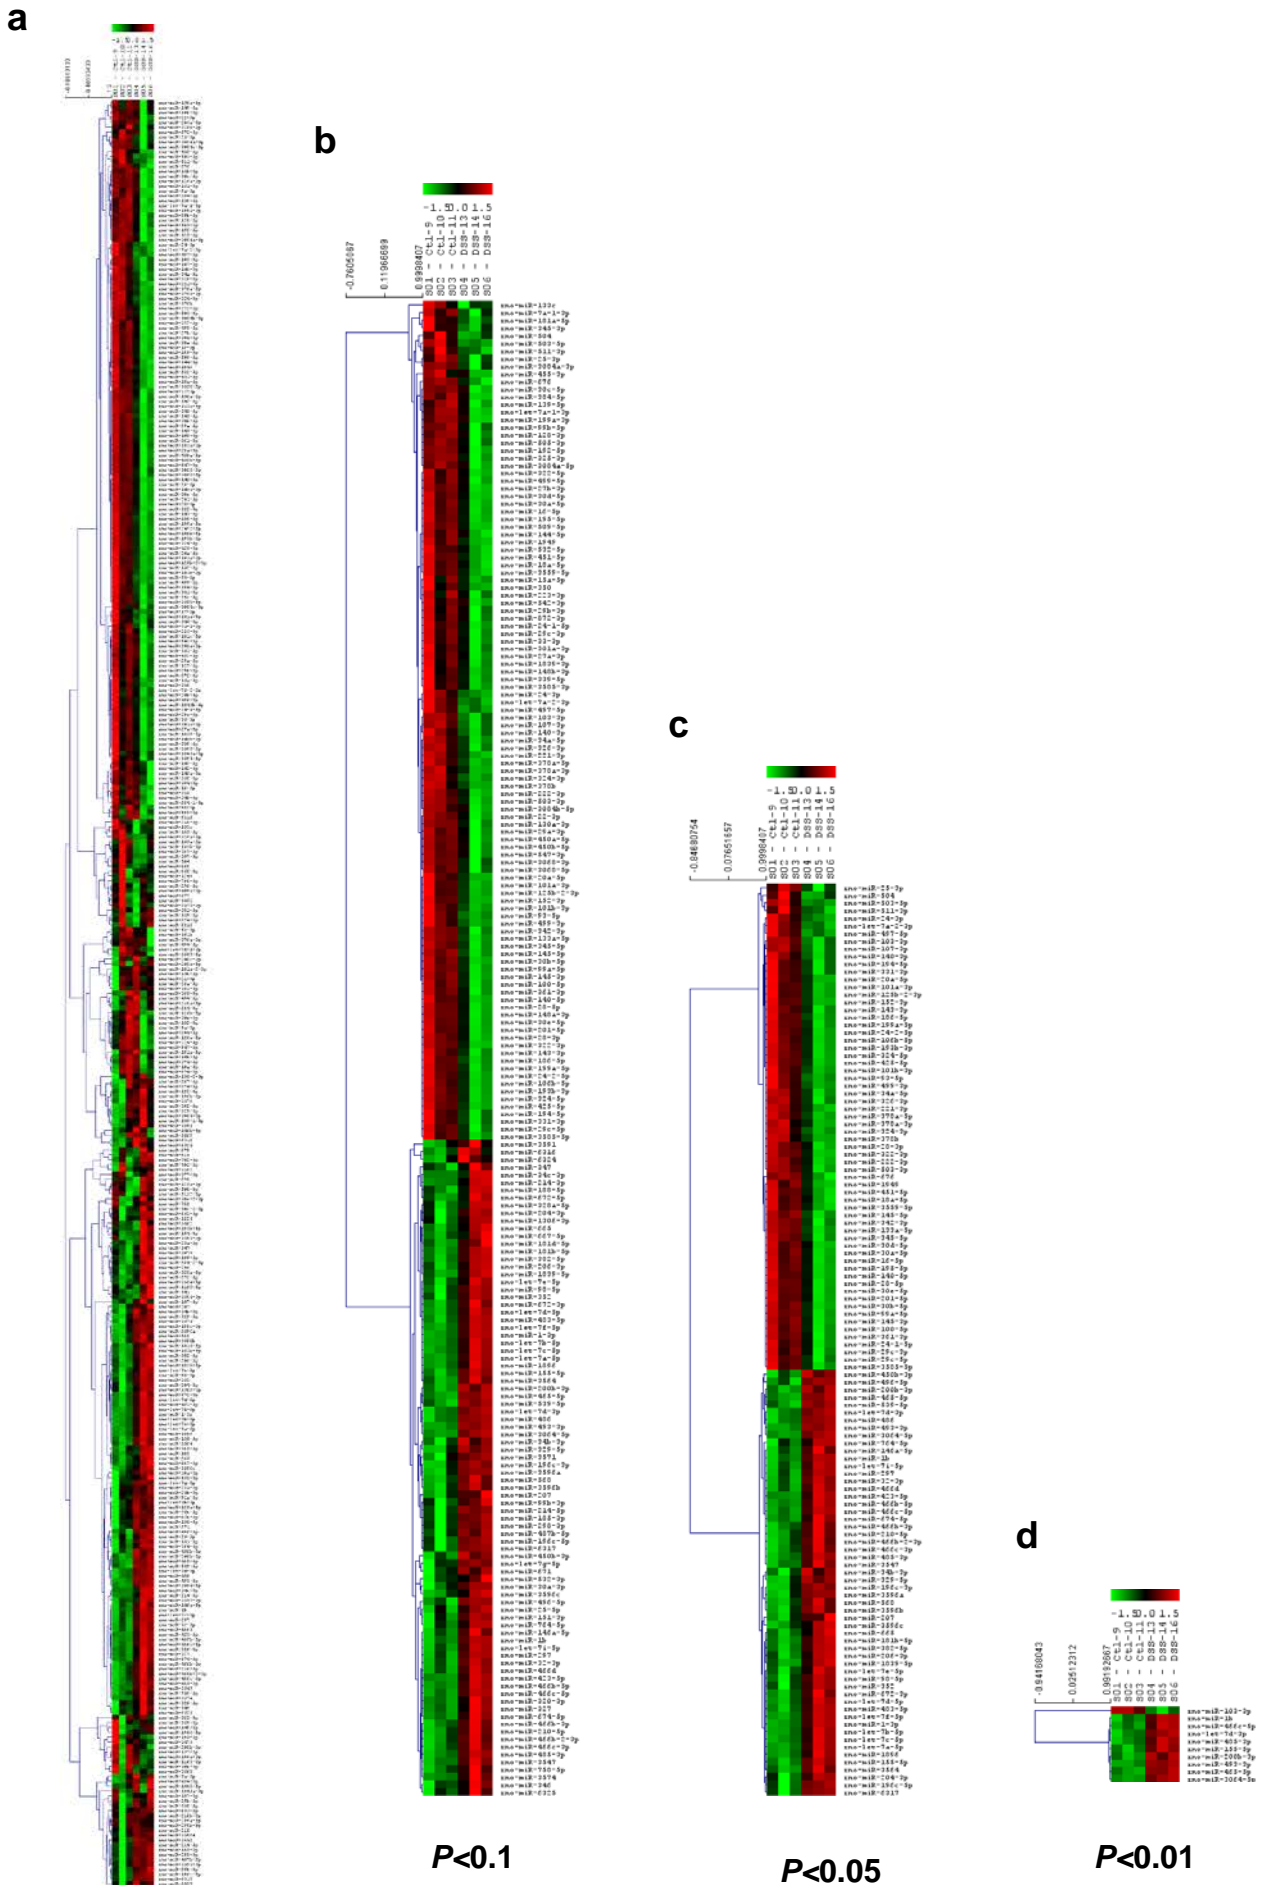

**Fig S2. Clustering graphs of miRNA microarrays.** (A) Clustering graph of all miRNAs with signal intensity >32 (all detectable miRNAs). Altered miRNAs were also clustered based on the p values. (B)  $P < 0.1$ . (C)  $P < 0.05$ . (D)  $P < 0.01$ .

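The panels for altered miRNAs show the miRNAs that pass a threshold on the unadjusted p, so that their separation of the groups follows from the selection. Of the 282 miRNAs compared here, 196 had an unadjusted p under 0.1 in limma, 92 higher and 104 lower in DSS hearts, where 28.2 would be expected by chance. Under 0.01 there were 108, with 48 higher and 60 lower, where 2.82 would be expected by chance. The methods' t-test on the same values gave 193 miRNAs under 0.1 and 39 under 0.01.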

# Supplementary material for: Chronic colitis upregulates microRNAs suppressing brain-derived neurotrophic factor in the adult heart
**Source:** PLoS One. 2021 Sep 20;16(9):e0257280. doi: 10.1371/journal.pone.0257280
**Supplement:** S1 Table

**Table S1. Cardiac miRNAs significantly decreased by DSS colitis**

| miRNA Name      | p-value  | Control<br>Mean | DSS<br>Mean | Log2(G2/G1) |
|-----------------|----------|-----------------|-------------|-------------|
| rno-miR-103-3p  | 8.48E-03 | 1,491           | 842         | -0.82       |
| rno-miR-145-5p  | 1.06E-02 | 9,562           | 4,926       | -0.96       |
| rno-miR-107-3p  | 1.22E-02 | 1,467           | 845         | -0.79       |
| rno-miR-378a-5p | 1.91E-02 | 421             | 112         | -1.91       |
| rno-miR-99a-5p  | 1.93E-02 | 5,001           | 877         | -2.51       |
| rno-miR-30b-5p  | 1.95E-02 | 8,765           | 2,148       | -2.03       |
| rno-miR-425-5p  | 2.03E-02 | 476             | 72          | -2.72       |
| rno-miR-186-5p  | 2.05E-02 | 993             | 294         | -1.75       |
| rno-miR-322-3p  | 2.14E-02 | 485             | 116         | -2.06       |
| rno-miR-152-3p  | 2.30E-02 | 1,223           | 405         | -1.59       |
| rno-miR-101b-3p | 2.38E-02 | 302             | 47          | -2.67       |
| rno-miR-221-3p  | 2.53E-02 | 552             | 282         | -0.97       |
| rno-miR-199a-5p | 2.65E-02 | 693             | 140         | -2.30       |
| rno-miR-140-3p  | 2.68E-02 | 448             | 171         | -1.39       |
| rno-miR-100-5p  | 2.71E-02 | 3,293           | 725         | -2.18       |
| rno-miR-451-5p  | 2.87E-02 | 3,701           | 473         | -2.97       |
| rno-miR-133a-5p | 2.95E-02 | 1,214           | 340         | -1.84       |
| rno-miR-24-2-5p | 2.98E-02 | 628             | 113         | -2.48       |
| rno-miR-106b-5p | 2.98E-02 | 364             | 53          | -2.79       |
| rno-miR-101a-3p | 3.02E-02 | 722             | 63          | -3.52       |
| rno-miR-378b    | 3.02E-02 | 2,019           | 1,210       | -0.74       |
| rno-miR-195-5p  | 3.05E-02 | 4,780           | 1,582       | -1.60       |
| rno-miR-28-5p   | 3.10E-02 | 516             | 177         | -1.54       |
| rno-miR-30a-5p  | 3.14E-02 | 8,318           | 2,872       | -1.53       |
| rno-miR-30e-5p  | 3.15E-02 | 6,530           | 1,186       | -2.46       |
| rno-miR-143-3p  | 3.23E-02 | 5,588           | 3,899       | -0.52       |
| rno-miR-20a-5p  | 3.27E-02 | 722             | 203         | -1.83       |
| rno-miR-16-5p   | 3.49E-02 | 4,862           | 1,459       | -1.74       |
| rno-miR-497-5p  | 3.54E-02 | 433             | 150         | -1.53       |
| rno-miR-30d-5p  | 3.74E-02 | 8,182           | 3,721       | -1.14       |
| rno-miR-378a-3p | 3.89E-02 | 2,406           | 1,489       | -0.69       |
| rno-miR-93-5p   | 4.11E-02 | 375             | 123         | -1.61       |
| rno-miR-342-3p  | 4.13E-02 | 602             | 312         | -0.95       |
| rno-miR-194-5p  | 4.23E-02 | 342             | 76          | -2.18       |
| rno-miR-25-3p   | 4.35E-02 | 1,004           | 590         | -0.77       |
| rno-miR-24-3p   | 4.36E-02 | 9,023           | 6,297       | -0.52       |
| rno-miR-145-3p  | 4.79E-02 | 833             | 160         | -2.38       |
| rno-miR-29c-3p  | 4.82E-02 | 5,855           | 689         | -3.09       |

How the deposited data were processed for this re-analysis (not part of the article)

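Heart miRNA was measured on 6 arrays, 1 per rat, from 3 control rats (animals 9, 10 and 11) and 3 rats with chronic DSS colitis (animals 13, 14 and 16). Samples were grouped by these labels. The animal numbers are not shared between the groups, so no pairing was used, and the files name no slide, scan date or batch. For each array the authors deposited the scanner's intensity values, which are, per the file headers, the median brightness of each spot and the SD of its pixels, on a linear scale with the background still included and without normalization. They also deposited 1 table of processed intensities for 810 probes, 49 of them controls, in whole numbers on a linear scale, which the authors had made from the scanner intensities by background subtraction and normalization with a LOWESS filter. The paper's text does not give the rule that combined the repeated spots or the probes on which the filter was fitted, and the files name no scanner software. Before use, the values were checked to be linear, the empty spots to read above 0, and the brightest spot of each array, between 48608 and 59496, to lie below the scanner's maximum of 65535. The RT-qPCR, blots and cell cultures have no values in these files, and none were computed for them.

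The processing used R 4.3.3 with limma 3.58.1, the RNAduplex program of ViennaRNA 2.7.2, and Python 3.11.15 with matplotlib 3.10.9 for the figures. Background was removed with normexp (offset 50), which estimates it from the brightness of all spots of an array. For detection and for plain subtraction it was read as the median of the dimmest 25% of miRNA spots of each array. The log2 values of the 4 spots of a probe were averaged, and cyclic LOWESS (span 0.7, 3 iterations) over all miRNA probes normalized the arrays. Log2 ratios set beside the paper's tables were taken from arithmetic means of linear values with the offset subtracted. A spot passed when it lay more than 3 SD of the empty spots above the background and its own CV, the SD of its pixels divided by its brightness above the background, was below 0.5, and a miRNA was detected on an array when at least 2 of its 4 spots passed. miRNAs detected on at least 3 of 6 arrays were tested, which left out 479 of the 761. High signal meant a group mean above 500 after normalization, the paper's limit, and the limit of 32 for clustering is also the paper's.

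Groups were compared with limma (lmFit and eBayes), and p-values were adjusted by the Benjamini-Hochberg method over all miRNAs tested, with a threshold of 0.05. Adjusted p-values in the text come from limma unless another test is named. Because the paper counts miRNAs at an unadjusted p under 0.05, that number is given beside the adjusted one. The methods' t-test was run on the same values. Lists were tested with fry, with camera beside it at a preset correlation of 0.01 and at an estimated one, and by a 2-sided exact permutation test of the list's mean over the 20 arrangements of 6 arrays, whose smallest p is 0.1. The lists were the BDNF-predicted miRNAs of Fig 2A (9 members with both arms of let-7d), the 30 miRNAs of Table 1, the 38 of S1 Table, and the 9 let-7 family 5p arms. A leukocyte list of 6 miRNAs and an erythroid list of 4 were used only to weigh whether the cells in the samples differed. The text names the miRNAs of the Fig 2A list, miR-155-3p, the 5 largest changes in each direction among called miRNAs whose groups do not overlap, and, of Table 1 and S1 Table, the 3 listed first and the one with the largest change. Clustering used 1 minus Pearson's r with average linkage and gave no p-value.

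The processing was tested on simulated data with 3 arrays per group, a biological SD of 0.323 on the log2 scale and 60 miRNAs per run changed by 2 on the log2 scale. Over 10 runs, 283.8 miRNAs per run were tested on average, 99.6% of the changed ones were called, none with the wrong sign, and 3.48% of the calls were not changed. The median estimated change was 1.59, below the change simulated. With no change simulated, the mean number of calls per run was 0 in limma. The simulated noise was independent between miRNAs, with the same biological SD for all. On the real arrays the DSS arrays differed among themselves along the difference between the groups, and 139 of the 282 miRNAs were called. The simulated rates therefore do not carry over to errors shared between miRNAs or to so many changes.

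The comparisons, the lists of Fig 2A, Table 1, S1 Table and let-7, the rule for named miRNAs and 23 alternatives were set before the data were examined, and the leukocyte and erythroid lists were written later. These covered the background correction, the normalization, the authors' processed values, the filter on dim probes, the summary of spots, the test, array weights, each array left out in turn, the clustering distance and the detection limit. The alternative named the intensity trend used the trend and the robust setting of eBayes together. A further alternative, slide or scan as a block, was not run because the files give neither. After the data were seen, 5 alternatives were added, namely scaling to the spike-in probes, scaling to the 5S rRNA probes, a 2-sample test with unequal variances and degrees of freedom rounded down on the log2 of the authors' processed values, that test with high signal read as a value above 500 on any array, and, for detection alone, the limit of 3 SD counted from the median empty spot. A pseudocount of 1 was added to the authors' values before taking log2. Precursor positions came from a gene table of the rat genome GRCr8, in which 277 of the miRNAs tested were found. The number of arrays limits the precision of every estimate.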

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

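The tests of the spike-in probes, of the 5S rRNA probes and of the sensitivity of the arrays were chosen only after the result was seen.

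The 11 probes that the files label as spike-in calibration controls were lower on the DSS arrays, in data the paper does not report on. Their mean log2 brightness before normalization between arrays was 10.83 ± 0.13 (SD, n = 3) on the control arrays and 9.88 ± 0.55 (SD, n = 3) on the DSS arrays, a change of -0.95 (2-sided exact permutation test, p = 0.1, the smallest possible). All 11 were lower and 7 had groups that did not overlap, where chance gives 10%. Since the change of -0.95 is in the scanner values, the authors' LOWESS filter is not its source. In the authors' processed values the mean change was -1.48, with 10 of 11 lower. The miRNA probes were not dimmer on the DSS arrays. Their mean changed by 0.23 before normalization, and relative to it the spike-in mean changed by -1.18 (exact permutation test, p = 0.1). Each PUC2 control probe detected on all 6 arrays also fell, from -1.18 for PUC2MM to -0.17 for a2-PUC2PM-20B. The 5S rRNA probes went both ways, with a mean of -0.42. A larger miRNA share in DSS hearts could offset a lower brightness, so dimmer DSS arrays are not excluded. Also open is whether 1 dilution factor applies to all 11 spike-in probes. Such a factor may be a smaller amount of spike-in RNA or more miRNA per unit of total RNA in DSS hearts. Among the 9 spike-in probes detected on all 6 arrays the changes ran from -1.49 to -0.54. The difference of these, -0.96, is near the pooled SD of 0.83 and the groups overlap on it, so that 1 factor and several cannot be told apart with 3 arrays per group. The amounts of spike-in RNA added are stated neither in the paper's text nor in the files, which keeps open whether the difference is technical or a larger miRNA share in DSS hearts. The latter is an untested explanation that would, with scaling to these probes, put 168 miRNAs higher and 10 lower in place of 59 and 80.

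The 6 probes of 22 nt for 5S rRNA, numbered b1 to b6 along the molecule, changed unequally between the groups, in probes the paper does not report on. Before normalization between arrays b1 changed by -1.33, b2 by -0.74, b3 by -0.35, b4 by -0.60, b5 by 0.52 and b6 by -0.03, with a mean of -0.42. The change of b1 minus that of b6 was -1.31, with a pooled SD of 0.30 (2-sided exact permutation test, p = 0.1). A change in the amount of 5S rRNA alone would move all 6 probes alike, and the difference of -1.31 between the ends argues against it as the whole cause. Within each array this difference is free of the scaling between arrays. A candidate explanation is a difference in how far the RNA was broken before the tail was added, which may also differ between hearts for biological reasons. Neither was tested, and the probes do not fall in order along the molecule.

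On all 3 DSS arrays and on 0 control arrays 13 miRNAs were detected, none of them in Table 1 or S1 Table, while 0 were detected on all 3 control arrays and on no DSS array. They are miR-155-5p, miR-185-3p, miR-196c-5p, miR-200b-3p, miR-214-5p, miR-23a-5p, miR-34b-3p, miR-3557-3p, miR-3564, miR-3593-3p, miR-465-5p, miR-493-3p and miR-539-5p, named after their values were seen. Of these 13, limma called 6 higher after adjustment, miR-539-5p with the largest log2 fold change, 0.82 (adjusted p = 0.0213). That they were higher follows in part from how the 13 were selected. Higher sensitivity of the DSS arrays was weighed as an explanation. Against it, the numbers of detected miRNAs overlap between the groups (2-sided exact permutation test, p = 0.6). The detection limits of DSS replicates 14 and 16 were 59.3 and 52.4 above the background and they detected 256 and 239 miRNAs, while control replicate 9, with a limit of 20.0, detected 283. For it, DSS replicate 13 detected the most of all arrays, 365, with a limit of 20.3. Sensitivity and a real increase cannot be told apart, because these probes lie near the limit and the arrays of each group are few and unlike in their limits. The limit of DSS replicate 14 lies only 0.456 SD above its median empty spot and that of control replicate 10 only 0.693 SD. With the limit counted from the median empty spot, 3 of the 13 (miR-196c-5p, miR-465-5p and miR-539-5p) were still detected on all 3 DSS arrays and on 0 control arrays, and miR-155-5p on 2 DSS arrays. At 2 and 5 SD above the background 5 and 4 of the 13 were. Which miRNAs are found this way thus depends on the limit, but the imbalance does not, since 22 at 2 SD, 16 at 5 SD and 10 with the limit counted from the median empty spot were detected on all 3 DSS arrays and on 0 control arrays, and 0 the other way round at each limit. A rise in DSS hearts, which the paper states for miR-155, stays among the open explanations.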

How the results depend on the processing

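Of the alternatives, the tests with scaling to the spike-in probes or the 5S rRNA probes, the 2-sample test with unequal variances and degrees of freedom rounded down, with either reading of high signal, and the detection limit counted from the median empty spot were chosen only after the result was seen.

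Under all 23 alternatives that change the fit, the number of miRNAs past the unadjusted threshold stayed within 1.5 times the 165 of limma, between 111 and 233. The mean log2 fold changes of the Fig 2A list (1.35 to 2.67), Table 1 (1.70 to 3.02) and the let-7 5p arms (2.19 to 3.51) kept their direction and their side of the fry threshold. Clustering put 6 of 6 arrays with their group in 14 of 14 alternatives, of which 9 are separate tests. Scaling by 1 factor per array keeps Pearson's r as without normalization and the filter at 32 is that of the main clustering, so that these could hardly differ. The difference in detected miRNAs per array was 33, and 23.3 and 37 at the limits of 2 and 5 SD and 24.7 with the limit counted from the median empty spot. Of 529 values of the 23 named miRNAs, 420 kept direction and side of the threshold, 91 lost their call, 16 gained one and 2 reversed.

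The number of calls after adjustment depended on the arrays and the test. With each array left out in turn the 139 became between 0 and 142, the 59 higher calls between 0 and 62, the 80 lower calls between 0 and 80, the 7 calls of the Fig 2A list between 0 and 7, the 30 of Table 1 between 0 and 30, the 30 of S1 Table between 0 and 29 and the 9 of let-7 between 0 and 9. The lowest of each was without DSS replicate 16, where limma had 129 miRNAs past the unadjusted threshold, 7 of them in the Fig 2A list, 30 in Table 1, 28 in S1 Table and 9 in let-7. Without DSS replicate 14 the total was 69 and without control replicate 9 it was 84. Of S1 Table 18 were called without DSS replicate 14. Fewer arrays leave fewer degrees of freedom, and why DSS replicate 16 mattered most was not tested. The methods' t-test also gave 0 for each of these 7 numbers after adjustment and 155 miRNAs before it, with 7, 30, 32 and 9 in the 4 lists. The 2-sample test with unequal variances gave 0 for all 7 as well, and 111 before adjustment, with 9, 30, 38 and 8. Neither test shares its spread between miRNAs as limma does. With all 761 miRNA probes tested, the adjustment covers more tests, and calls became 74 in total, 32 higher and 42 lower, with 4 of the Fig 2A list, 19 of Table 1 and 5 of let-7.

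The balance of higher and lower calls depended on the scaling. The main normalization put 42.4% of calls higher, with a median log2 fold change of -0.06 over all miRNAs tested. That median moved to 0.12 under quantile normalization (80 higher, 80 lower), 0.17 under 75th percentile scaling over probes detected on all arrays (49 and 51), 0.36 without normalization (81 and 38, or 68.1% higher), 0.78 under 5S rRNA scaling (129 and 14, or 90.2%) and 1.31 under spike-in scaling (168 and 10, or 94.4%, with 72 of the 178 among the 139). Of S1 Table 19 were called without normalization, 7 under 5S rRNA scaling and 6 under spike-in scaling. Its mean log2 fold change was -1.17, -0.75 and -0.22 under these, with a fry p of 0.0611, 0.168 and 0.524, past no threshold. The log2 fold changes of miR-103-3p and miR-107-3p reversed under spike-in scaling, to 0.37 and 0.40. Relative to the median these changes follow from the shift between scalings, but which scaling is right was not tested.

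Counts by signal also moved. High-signal miRNAs past the unadjusted threshold that were higher, 49, became 76 under spike-in scaling and 30 under the unequal-variance test, with either reading of high signal. Those that were lower, 38, became 10 and 21 under spike-in and 5S rRNA scaling. Low-signal miRNAs that were higher, 25, became 42 under plain subtraction, 45 under quantile normalization, 54 without normalization, 55 with all probes, 39 with a mean signal above 32, 102 and 77 under spike-in and 5S rRNA scaling, and between 13 and 27 with 1 array left out (14 without control replicate 10, 13 without control replicate 11, 16 without DSS replicate 14 and 15 without DSS replicate 16). Those that were lower, 53, became 25 under 75th percentile scaling over detected probes, 24 without normalization, 86 with all probes, 2 and 4 under spike-in and 5S rRNA scaling, 29 under the unequal-variance test and 20 with high signal on any array. More probes enter with all probes and with the limit of 32. For the others the cause was not tested. No alternative with slide or scan as a block was run, since the files give neither. Signal over background limits what can be measured of dim miRNAs, since the detection limit lies between 20.0 and 59.3 above the background.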

Differences from the paper's values

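The test with unequal variances on the authors' processed values, the reading of high signal as any array above 500, and spike-in and 5S rRNA scaling were tests chosen only after the result was seen.

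S1 Table gives for 38 miRNAs the log2 ratio of arithmetic means, and the ratio computed the same way from the values normalized here had the same sign for all 38. The spread against which each difference was held is that miRNA's own SD of the log2 normalized signal between arrays of a group, pooled over both groups, so that the same gap can lie within the spread of one miRNA and beyond that of another. The difference was within this SD for 20 and beyond it for 18, each less negative here. The median of the ratio here minus the paper's was 0.35 over the 38, and Pearson's r of the paper's ratios with those here 0.974, across miRNAs, which are not independent replicates. For Table 1 all 30 had the same sign and 0 differed by more than the same measure of spread, with gaps of up to 0.50. The paper's ratio and the one here were -0.82 and -0.54 for miR-103-3p, -0.79 and -0.51 for miR-107-3p, -1.91 and -1.55 for miR-378a-5p, -2.72 and -2.24 for miR-425-5p, -1.75 and -1.35 for miR-186-5p, -2.06 and -1.64 for miR-322-3p, -0.97 and -0.56 for miR-221-3p, -2.30 and -1.87 for miR-199a-5p, and -1.39 and -1.03 for miR-140-3p. They were -1.84 and -1.24 for miR-133a-5p, -0.74 and -0.49 for miR-378b, -1.54 and -1.17 for miR-28-5p, -1.83 and -1.39 for miR-20a-5p, -1.53 and -1.18 for miR-497-5p, -1.61 and -1.24 for miR-93-5p, -0.95 and -0.53 for miR-342-3p, -0.77 and -0.41 for miR-25-3p, and -2.38 and -1.94 for miR-145-3p.

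Of the alternatives set before the data were examined, the authors' processed values bring all 18 within the spread by construction, since the paper's ratios are ratios of their means. Of the others, normexp with offset 1 brings all but miR-342-3p, and plain subtraction all but miR-221-3p, miR-140-3p, miR-93-5p and miR-342-3p. Without control replicate 11 it is 11, all but miR-103-3p, miR-107-3p, miR-221-3p, miR-28-5p, miR-342-3p, miR-25-3p and miR-145-3p. Without DSS replicate 13 it is 9, namely miR-378a-5p, miR-425-5p, miR-186-5p, miR-322-3p, miR-199a-5p, miR-133a-5p, miR-28-5p, miR-20a-5p and miR-145-3p. Quantile normalization brings 7, namely miR-103-3p, miR-107-3p, miR-186-5p, miR-133a-5p, miR-378b, miR-25-3p and miR-145-3p, and cyclic LOWESS on probes detected on all arrays 7, with miR-20a-5p in place of miR-145-3p. It is 5 under 75th percentile scaling over all probes (miR-107-3p, miR-186-5p, miR-133a-5p, miR-378b and miR-25-3p), 5 without control replicate 10 (miR-425-5p, miR-186-5p, miR-199a-5p, miR-20a-5p and miR-145-3p), and 4 under 75th percentile scaling over detected probes (miR-103-3p, miR-107-3p, miR-378b and miR-25-3p). Without DSS replicate 14 it is 2 (miR-378b and miR-497-5p), with the median of spots 1 (miR-199a-5p), and without control replicate 9 also 1 (miR-25-3p). It is 0 without normalization and without DSS replicate 16. With all miRNA probes, the filter at 32, the methods' t-test, the intensity trend and array weights it is 0 by construction, since none of these changes a ratio of means, so that these 5 carry no information here. Of the alternatives chosen after seeing the values, spike-in and 5S rRNA scaling also bring 0.

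Counts were taken to differ where one was more than 1.5 times the other, so that counts not listed as different are still unequal. The paper counts 30 high-signal miRNAs as increased and here 49 were past the unadjusted threshold of limma. Of the alternatives set before the data were examined, plain subtraction (44), 75th percentile scaling over all probes (40), the authors' processed values (42), the methods' t-test (43) and the fit without DSS replicate 14 (44) give counts above the paper's but within 1.5 times of it, and the others do not. The paper counts 26 low-signal miRNAs as decreased and here they were 53. Here 75th percentile scaling over detected probes (25), no normalization (24) and the fits without DSS replicate 14 (39) and without DSS replicate 16 (39) come within 1.5 times of the paper's count, and the other alternatives set beforehand do not.

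The paper states a Student's t-test. A 2-sample test with unequal variances and degrees of freedom rounded down, on log2 of the authors' processed values, returned all 68 of the paper's listed p-values within 2%, while equal variances returned 0 of the 68 and unrounded degrees of freedom 1. This setting was chosen after seeing the values and drops 0 of the 68 miRNAs the paper lists. It gives 30 high-signal miRNAs higher and 29 lower with a group mean above 500, and, with high signal read as a value above 500 on any array, also chosen after seeing the values, 30 and 38, the paper's counts, again dropping 0 of the 68. Of the miRNAs in S1 Table, 9 have both group means at or under 500 in the authors' processed values, the largest 485. Among the miRNAs tested here the low-signal counts were then 23 higher and 20 lower with the second reading, and 23 and 29 with the first. Over those of the 761 probes with a value above 0 on all 6 arrays they were 29 and 30, and 29 and 39. Probes with a value of 0 on any array were left out of the latter counts. None of the settings run gave the paper's 26 higher and 26 lower together. On the authors' processed values this test also passed miR-207 at an unadjusted p of 0.0424 and miR-3596c at 0.0413.

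By RT-qPCR, another assay on 8 rats per group, the paper reports a rise of 1.7-fold for miR-1b, 1.9-fold for let-7d and 2.3-fold for miR-155-5p. On the arrays the fold of the fitted means was 8.29 for miR-1b, 8.93 for let-7d-5p and 4.42 for let-7d-3p, and none of the alternatives set before the data were examined, nor those added, ends these differences. For miR-155-5p, which was detected on no control array, the array gave at least 1.17-fold at the detection limit of 3 SD. This bound was 1.395-fold at 2 SD, and none above 1 was found at 5 SD or from the median empty spot. The fold of the fitted means was 1.57, below the paper's value, but its size depended on the offset of normexp. With the offset lowered to 1, the log2 fold change was 1.71 (adjusted p = 0.0132 in limma) in place of 0.65, which is above the paper's value. The arrays thus do not decide whether the rise was smaller than by RT-qPCR. Over the alternatives the fold ran from 1.36 under plain subtraction, with values below 32 raised to 32, to 12.3 in the authors' processed values. The latter had a pseudocount of 1, and both ends depend on how the lowest values were treated. Since the array gives a lower bound, miR-155-5p is not counted as different.

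The paper names the miRNAs of Fig 2A as increased on the arrays. All 9 read here, with both arms of let-7d, had a higher mean in DSS hearts, but miR-207 and miR-3596c were not past the unadjusted threshold in limma, with log2 fold changes of 0.19 and 0.17. Of the alternatives set before the data were examined, plain subtraction, quantile normalization and no normalization pass both, the authors' processed values pass miR-207, and the others pass neither. Of the 9, plain subtraction and the authors' processed values each leave 1 short of the threshold, and 3 are short of it under cyclic LOWESS on probes detected on all arrays, both 75th percentile scalings and without control replicate 10, control replicate 11 or DSS replicate 14, against 2 here. Spike-in and 5S rRNA scaling, chosen after seeing the values, pass both, but of the miRNAs the paper lists they drop 32 and 24 of S1 Table and 0 and 0 of Table 1. The unequal-variance test, also chosen after seeing the values, passes both and drops 0 of the 68.

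The paper lists all 38 miRNAs of S1 Table as decreased at an unadjusted p under 0.05. All 38 were lower here and 32 were past that threshold in limma. The 6 that were not are miR-143-3p, miR-152-3p, miR-24-3p, miR-25-3p, miR-378a-3p and miR-378b. Of the alternatives set before the data were examined, quantile normalization, cyclic LOWESS on probes detected on all arrays and 75th percentile scaling over all probes pass all 6. Plain subtraction passes all but miR-152-3p, and 75th percentile scaling over detected probes all but miR-25-3p. The authors' processed values pass miR-152-3p, miR-25-3p, miR-378a-3p and miR-378b. All probes and the filter at 32 pass miR-143-3p, miR-24-3p, miR-378a-3p and miR-378b. Normexp with offset 1 and array weights pass miR-25-3p, miR-378a-3p and miR-378b. The fit without control replicate 11 passes miR-152-3p, miR-378a-3p and miR-378b, the median of spots passes miR-152-3p, no normalization miR-24-3p, and the fit without control replicate 9 miR-25-3p. The methods' t-test, the intensity trend and the fits without control replicate 10 and without any 1 DSS array pass none of the 6. The intensity trend was fitted with the robust setting of eBayes, so its result does not belong to the trend alone. Other miRNAs of the list drop out under some of these. In all, 0 of the 38 are short of the threshold under quantile normalization, cyclic LOWESS on probes detected on all arrays and 75th percentile scaling over all probes, 1 under plain subtraction, 2 with the authors' processed values, all probes or the filter at 32, 3 with offset 1 or array weights, 4 without control replicate 11, 5 with the median of spots, 6 with the methods' t-test and without DSS replicate 13, 7 under 75th percentile scaling over detected probes and without control replicate 9, 8 without DSS replicate 14, 10 with the intensity trend and without control replicate 10 or DSS replicate 16, and 12 without normalization. The unequal-variance test, chosen after seeing the values, passes all 6 and drops 0 of the 68.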

Other observations

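The tests of GC content, of gene clusters, of differences within the groups and of blood were chosen only after the result was seen.

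Other ways of dividing the 6 arrays into groups of 3 gave fewer calls than the real one. Among the 10 possible splits, 1, the real one, gave as many as 139, and limma called 0 miRNAs after adjustment in each of the others, with at most 18 before it. A share of 1 in 10 is the smallest this design can give, so chance could not be excluded.

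The changes of the 282 miRNAs followed the base composition of their targets little. Spearman's rho with GC content was 0.107 (permutation p = 0.0751) and with the energy of the probe duplex -0.0887 (permutation p = 0.133), across miRNAs, which are not independent replicates. After the trend with GC content was removed from each array limma called 148 miRNAs, 132 of them among the 139, and after that with duplex energy 149, 137 of them among the 139. All 9 let-7 5p arms were called after either. These counts argue against GC content or duplex energy as the whole cause of the calls.

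Near-identical miRNAs and the 50 pairs of precursor arms tested as such tended to change together, while the result for genomic neighbors was mixed. Across 50 pairs of arms of the same precursor, Pearson's r of the log2 fold changes was 0.440 (permutation p = 5e-04, 10000 resamplings) and 36 pairs changed in the same direction. The median absolute difference of their changes, 0.61, was also smaller than the 1.07 of random pairs (permutation p = 0.001). These 50 leave out opposite arms where a name carries a gene-copy number, and such pairs were counted among the genomic neighbors. They went both ways. For example, let-7a-1-3p and let-7a-5p changed by -1.17 and 3.07, and miR-24-2-5p and miR-24-3p by -1.65 and -0.55. Across 219 pairs of different sequence encoded within 10 kb of each other r was 0.169 (permutation p = 0.0064), with 120 in the same direction, but their median absolute difference, 0.97, was not smaller than the 1.08 of random pairs beyond chance (permutation p = 0.147). Across 98 pairs of tested miRNAs within an edit distance of 4 it was 0.866 (permutation p = 1e-04, the smallest 10000 resamplings can give), with 87 in the same direction, and their median absolute difference was 0.54 (permutation p = 2e-04). For the 50 pairs of arms, a changed expression of whole precursors remains a candidate. For genomic neighbors the tests part, which leaves a shared change open. Cross-hybridization between near-identical sequences may account for the value of 0.866, but shared regulation of a family predicts it as well and was not separated from it. The tests of the 3 kinds of pairs were computed as 1 family, and pairs that share a miRNA are not independent.

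The let-7 5p arms and miR-1-3p rose by more, on average, than those miRNAs of their gene clusters that are outside this set of 10. Of these 10, 8 had opposite arms or cluster neighbors among the miRNAs tested, 17 such partners in all. The partners leave out the 10 themselves, although 6 of the 10 are cluster neighbors of each other and rose alike, let-7a-5p by 3.07, let-7d-5p by 3.16 and let-7f-5p by 3.32 with miR-98-5p by 2.46, and let-7b-5p by 2.63 with let-7c-5p by 3.08. Within these links a shared rise through transcription and a shared rise of near-identical sequences look the same. The 8 rose by 2.99 on average. The partners went both ways. Under cyclic LOWESS 8 were higher and 9 lower, with 4 called higher and 4 called lower. Those called higher were let-7d-3p at 2.14, miR-125a-5p at 1.21, miR-3571 at 0.96 and miR-3596a at 0.68, and those called lower were miR-99a-5p at -2.29, miR-100-5p at -1.87, let-7a-1-3p at -1.17 and miR-133a-5p at -1.08, named after their values were seen. The partners' mean was -0.14, and between -0.26 and 1.06 over the alternatives, the latter under spike-in scaling, where the mean of the 8 was 3.75. The change of the partners' mean minus that of the 8 was -3.13 (2-sided exact permutation test, p = 0.1), larger than the spread between the arrays of a group. This argues against higher transcription of the gene clusters as the whole cause for the 8 as a set, because it would raise partners transcribed with them. Cluster neighbors were taken by a distance within 10 kb and their strand was not checked. Some partners may thus not share transcription with the 8, which limits the argument. It leaves open that transcription contributes where a partner rose, as for let-7d. For let-7g-5p and let-7i-5p, with 0 partners tested, higher transcription of their gene clusters and other causes cannot be told apart. A step after transcription that acts on these mature miRNAs may be behind the pattern, and so may cross-hybridization, since the let-7 targets are near-identical. Neither was separated. The probes for miR-1b and miR-1-3p, with targets within an edit distance of 1, rose alike, by 3.05 and 3.11, and miR-206-3p, within an edit distance of 3 of miR-1-3p, rose by 1.23. The paper reports by RT-qPCR a rise for miR-1b and none for miR-1-3p and miR-206-3p. The arrays cannot separate signal that near-identical miRNAs share from that of each miRNA.

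The arrays of the DSS group differed among themselves along the difference between the groups. Across miRNAs, the difference between a pair of DSS arrays correlated with the change between the groups taken from the remaining arrays with an absolute Pearson's r between 0.523 and 0.841. For pairs of control arrays it was between 0.0403 and 0.415. By Spearman's rho the ranges overlap, with absolute values between 0.477 and 0.814 for DSS pairs and between 0.0702 and 0.528 for control pairs. DSS replicate 13 lay on the control side of both other DSS arrays. A graded factor that acts in both groups, such as handling or RNA condition, may contribute, but the value of 0.415 for control arrays, or 0.528 by Spearman's rho, does not decide it, since 3 pairs per group that share arrays are too few. This factor and a graded response to colitis cannot be told apart, since the severity of colitis in each rat is not in the files.

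Leukocytes in the DSS hearts are a candidate source of miR-155-5p. Of the list of 6 leukocyte miRNAs, the study itself names miR-155-5p, and Table 1 lists miR-146a-5p. All 3 control arrays detected miR-223-3p and miR-150-5p, so that control hearts hold signal for these as well. The mean log2 change of miR-223-3p, miR-142-3p, miR-142-5p and miR-150-5p was -0.18, with a pooled SD of 0.20 (2-sided exact permutation test, p = 0.3). Its members went both ways. Under cyclic LOWESS miR-223-3p fell by 1.35 (adjusted p = 0.0299), although it changed by 0.22 under spike-in scaling, and miR-150-5p rose by 1.59 (adjusted p = 0.0201) and was higher under all 23 alternatives. Both arms of miR-142 were detected on 1 control array and on 0 DSS arrays. Over the 4 list members tested, 3 were called higher and 1 lower, with a mean log2 fold change of 0.58 and a median of 1.04 (fry, p = 0.0152; exact permutation p = 0.1), or a mean of 0.47 and a median of 0.83 with miR-155-5p at its lower bound. Camera did not pass this list. A different mixture of leukocytes and none cannot be told apart, because the members go both ways and those of miR-142 lie near the detection limit.

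A different amount of blood in the hearts would move erythroid miRNAs together. Of the list of 4, 3 were tested, and control hearts held signal for miR-451-5p and miR-486 on all 3 arrays. The change of miR-486 was 2.36 and that of miR-451-5p -2.53, each in the same direction under all 23 alternatives, and miR-144-5p changed by -0.94 under cyclic LOWESS but by 0.30 under spike-in scaling. All 3 were called. The opposite arm, miR-144-3p, was not detected on any array. Over the 3 tested the mean log2 fold change was -0.37 and the median -0.94 (fry, p = 0.515; exact permutation p = 0.3). The change of miR-486 minus that of miR-451-5p was 4.89, with a pooled SD of 1.19 (2-sided exact permutation test, p = 0.1). This argues against the amount of blood as the cause of both changes. It leaves open whether less blood lowered miR-451-5p and miR-144-5p, with miR-486 raised by something else. Of this list, the study's Table 1 holds miR-486 and its S1 Table miR-451-5p.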
